# High-throughput RNA sequencing reveals the effects of 2,2′,4,4′ -tetrabromodiphenyl ether on retina and bone development of zebrafish larvae

**DOI:** 10.1186/s12864-014-1194-5

**Published:** 2015-01-23

**Authors:** Ting Xu, Jing Zhao, Daqiang Yin, Qingshun Zhao, Bingzhi Dong

**Keywords:** Polybrominated diphenyl ethers, RNA sequencing, Zebrafish larvae, Functional enrichment analysis, Visual perception

## Abstract

**Background:**

2,2′,4,4′-Tetrabromodiphenyl ether (BDE47) is a prevalent environmental pollutant and has been demonstrated to be a serious toxicant in both humans and animals, but little is known about the molecular mechanism underlying its toxic effect on the early development of vertebrates. BDE47-treated zebrafish larvae were found to present the light-related locomotion reduction in our previous study, therefore, we aimed to use high throughput sequencing to investigate the possible reasons from a transcriptomic perspective.

**Results:**

By exposing zebrafish embryos/larvae to 5 μg/l and 500 μg/l BDE47, we measured the influence of BDE47 on the mRNA expression profiles of zebrafish larvae until 6 days post-fertilization, using Illumina HiSeq 2000 sequencing. Differential expression analysis and gene enrichment analysis respectively revealed that a great number of genes, and gene sets based on two popular terminologies, were affected by the treatment of 500 μg/l BDE47. Among them, BDE47 caused changes in the retinal metabolism and related biological processes involving eye morphogenesis and visual perception, as confirmed by disordered photoreceptor arrangement and thickened bipolar cell layer of larval retina from histological observations. Other altered genes such as *pth1a* and collaborative cathepsin family exhibited disrupted bone development, which was consistent with the body curvature phenotype. The transcriptome of larvae was not significantly affected by the treatment of 5 μg/l BDE47, as well as the treatment of DMSO vehicle.

**Conclusions:**

Our results suggest that high BDE47 concentrations disrupt the eye and bone development of zebrafish larvae based on both transcriptomic and morphological evidences. The abnormal visual perception may result in the alteration of dark adaption, which was probably responsible for the abnormal larval locomotion. Body curvature arose from enhanced bone resorption because of the intensive up-regulation of related genes. We also proposed the larval retina as a novel potential target tissue for BDE47 exposure.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-014-1194-5) contains supplementary material, which is available to authorized users.

## Background

Polybrominated diphenyl ethers (PBDEs) are commonly used as flame retardants. Although the use of commercial mixtures such as pentabromodiphenyl ether and octabromodiphenyl ether in products has been banned or limited by the European Union, the U.S., and other countries, PBDE residues in the environment and in animal tissues still pose a serious threat [1,2]. Among PBDE congeners, 2,2′,4,4′-tetrabromodiphenyl ether (CAS: 5436-43-1) is the most frequently detected one [3], and previous studies have demonstrated it to be the most toxic [4,5]. Exposure to BDE47, an endocrine-disrupting chemical, can cause multiple adverse effects, and current research has focused on the examination of its endocrine-disrupting activity and neurobehavioral toxicity [3,6]. The best-known mechanism of BDE47 toxicity involves its ability to impair the homeostasis and function of thyroid hormone (TH) in animals because of its structural similarity to THs such as triiodothyronine (T3) and thyroxine (T4). Moreover, BDE47 can lead to various types of developmental neurotoxicity, including long-lasting behavioral alterations, by interfering with signal transduction pathways and by damaging neuron cell viability [7].

Recently, deep sequencing (next-generation RNA sequencing) has become a fast-growing high-throughput technology. Compared to microarrays, deep sequencing is independent of predefined probe sets, thereby permitting the detection of novel transcripts and alternative splicing [8]. However, thus far, while RNA sequencing has been increasingly used in toxicological studies of rodents and humans, it has only been employed for toxicological studies of aquatic species in a few studies [9,10]. In our previous study, 500 μg/L of BDE47 caused a significant reduction of larval locomotion specifically at the switch between light and dark periods; the effects seemed to be related to light stimulus [11]. The evidence for this was that a PBDE mixture, DE-71, containing BDE47 was found to cause biochemical changes in the larval eye as measured by optokinetic responses and phototaxis tests [12]. Therefore, to validate our hypothesis and understand the novel toxic mechanism of BDE47, we employed deep sequencing to obtain and analyze whole-transcriptome information for zebrafish larvae after exposure to BDE47.

In this study, the Illumina HiSeq sequencing platform was utilized to investigate the influence of PBDEs on the gene expression profiles of zebrafish larvae. We chose 6 day post-fertilization (dpf) zebrafish larvae to keep aligned with our previous work [11], and zebrafish at this stage already have many well-developed organs, for example retina. First, this study discovered that in 6 dpf zebrafish, BDE47 exposure led to major adverse effects, including disrupting the visual perception and bone development of larvae. Furthermore, the reduction of zebrafish larval locomotion was probably caused by the disruption of retinol metabolism by light stimulus, and body curvature was probably caused by abnormal bone development induced by BDE47.

## Results

### Characterization of the transcriptome of zebrafish larvae

The original RNA-Seq data are available at the Gene Expression Omnibus database (accession number GSE59968). Sequencing produced approximately 48 M total reads from a blank control sample, 56 M total reads from a sample of 0.1% DMSO vehicle, 42 M total reads from a sample of 5 μg/L BDE47, and 38 M total reads from sample of 500 μg/L BDE47. 

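The values analysed here came from 3 libraries of larvae at 6 dpf, 1 each for 0.1% DMSO vehicle, 5 μg/L BDE47 and 500 μg/L BDE47. The blank control was not used here. The authors deposited the reads counted on each gene model after TMM normalization. In each library 100% of the values were whole multiples of the smallest one, so the reads behind every value could be recovered. The largest deviation from a whole read was 0.00264, in DMSO vehicle. One read was worth 0.790 normalized counts in DMSO vehicle, 1.09 at 5 μg/L and 1.25 at 500 μg/L. The reads on all entries of the table numbered 41474296 in DMSO vehicle, 30463582 at 5 μg/L and 27004647 at 500 μg/L. There was no replicate of any condition, so no difference between the libraries had a replicate check. A fold change was the ratio of the normalized counts of an exposed library to those in DMSO vehicle. Its 95% confidence interval (CI) came from the exact Clopper-Pearson interval of the share of reads, and covers counting error only, since the reads carried no molecular identifiers. A gene was called changed when its fold change was at least 2 in either direction and at least 1 of the 2 libraries held at least 10 normalized counts. Where a library held 3 reads or fewer, the fold change given for a single gene was computed against a floor of 3 reads. Counts of genes used the observed ratio without this floor. Such a value is not a limit for counting error, and its 95% CI can reach a smaller change. Gene lists were described by the median log2 fold change (pseudocount 1) of their members with at least 10 normalized counts in at least 1 library, and by its percentile among 10000 random lists of the same size matched on mean expression.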

Of the total number of reads in these four groups, the mapping/unique mapping rates were 89.05%/86.67%, 89.42%/87.11%, 90.21%/88.06%, and 89.15%/86.87%, respectively. Although the sequencing depth in this study was lower than that in some previous experiments [13], high unique mapping rates provided the basis for adequate analysis. 21098 transcripts were detected in at least one of four groups. Excluding 753 non-coding RNA and 521 miscellaneous RNA, here we used 19824 mRNA transcripts in further steps.

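The table held 21098 entries, of which 127 were at 0 in the 3 libraries. The name of 11 entries was only a clone prefix, such as si or zgc, and 10 of these were mRNA. These entries took 15.9% of the reads in DMSO vehicle, 15.8% at 5 μg/L and 16.1% at 500 μg/L, and were left out of the counts of genes. Of the remaining 19814 mRNA genes, 17865 had at least 10 normalized counts in at least 1 library. The median number of reads per gene was 312 in DMSO vehicle, 221 at 5 μg/L and 193 at 500 μg/L.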

Because TMM normalization was considered to be superior to reads per kilobase of the transcript per million mapped (RPKM) normalization in Illumina-based RNA sequencing [14], TMM was adopted as our normalization strategy. The most abundant transcripts in the four groups, including *si*, *myhz1*, *ef1a*, *LOC100535672*, *try*, *pvalb2*, *myhz2*, *krt4*, *hsp90ab1*, and *pvalb1*, varied slightly in content across all treatments. However, the 500 μg/l BDE47-treated group had more distinct impacts on the abundance of transcripts than the other 3 groups (Additional file 1: Table S1).

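The 10 named genes with the most normalized counts in DMSO vehicle were the same 10 genes at 5 μg/L, and 7 of them were among the top 10 at 500 μg/L. The top 10 of each library took 9.09% of its reads on named mRNA genes in DMSO vehicle, 9.20% at 5 μg/L and 7.99% at 500 μg/L. Of the transcripts listed, apart from si, the fold changes at 5 μg/L lay between 0.920 for ef1a and 1.11 for LOC100535672. At 500 μg/L the largest was 1.06 for pvalb2 and the smallest 0.445 for krt4 (95% CI 0.442 to 0.449), followed by try at 0.663 and myhz2 at 0.754. The entry si held 1262040 normalized counts in DMSO vehicle and had a fold change of 1.06 at 500 μg/L. Its name is also the prefix of 2095 gene symbols in the RefSeq table of assembly GRCz12tu, so it could not be assigned to 1 gene.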

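Across the 4693 genes with at least 1000 normalized counts in at least 1 library, the SD of the log2 fold change was 0.19 at 5 μg/L and 0.56 at 500 μg/L. It was estimated from the median absolute deviation. Across the 2459 genes with 10 to 50 normalized counts in their highest library it was 0.59 and 0.75, respectively.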

### Differential expression of genes with BDE47 treatments

The differentially expressed genes of zebrafish larvae treated with two BDE47 concentrations are shown as a Venn diagram (Figure 1). By comparing BDE47 treatments with the DMSO solvent control, 2235 transcripts were affected after 500 μg/L exposure, of which 1338 were up-regulated and 897 were down-regulated, and 552 transcripts were affected after 5 μg/L exposure, of which 155 were up-regulated and 397 were down-regulated. These values clearly indicate that exposure to a high BDE47 concentration resulted in a higher number of up-regulated genes. 

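Among the named mRNA genes, 2155 were changed at 500 μg/L, 1314 of them higher and 841 lower, so that 61.0% were higher. At 5 μg/L, 516 genes were changed, 168 higher and 348 lower, so that 32.6% were higher. The median number of reads in the larger of the 2 libraries was 210 for the genes changed at 500 μg/L and 27 for those changed at 5 μg/L. DEGseq's MARS test was also applied to the normalized counts, with its p-value threshold of 0.05 in place of the minimum of 10 normalized counts. By this test and the same fold change threshold, 2231 genes were changed at 500 μg/L (1354 higher and 877 lower). At 5 μg/L it gave 556 genes (173 higher and 383 lower). That test compares 2 libraries, not the conditions. The alternative that moved the counts most was edgeR's exact test with an assumed biological coefficient of variation (BCV) of 0.4, which called 20 genes at 500 μg/L and 0 at 5 μg/L.

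**Figure D1:**
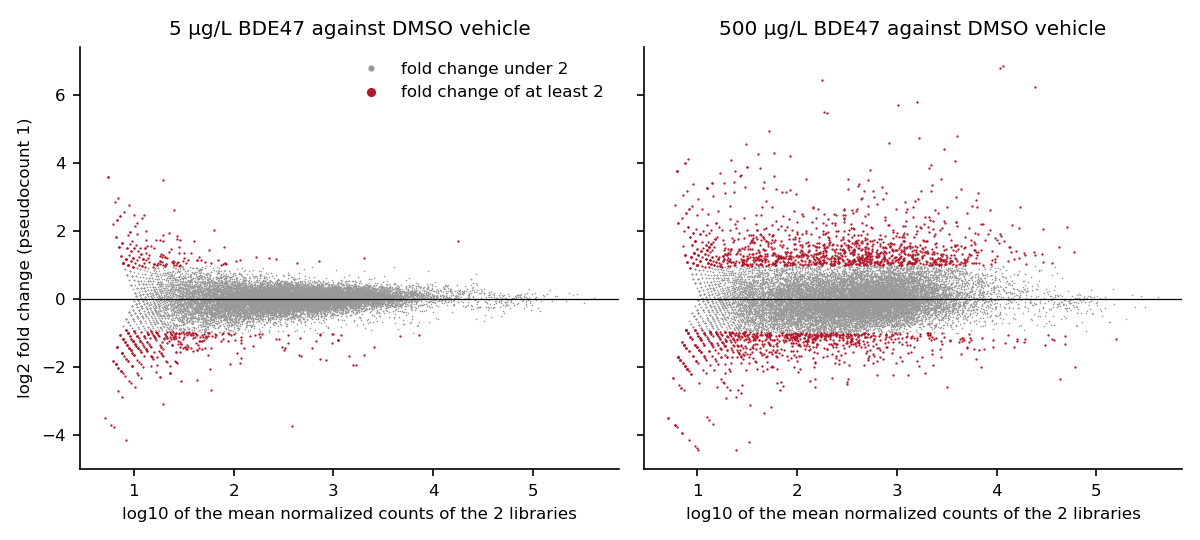
Log2 fold change (pseudocount 1) of each named gene against the log10 of its mean normalized counts in the 2 libraries, for each dose of BDE47 against DMSO vehicle. Each point is 1 gene with at least 10 normalized counts in at least 1 library, and genes with a fold change of at least 2 are in red, 516 at 5 μg/L and 2155 at 500 μg/L.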

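Of the genes changed at both doses, 60 were higher at both and 87 were lower at both. The 60 genes were 4.57% of the genes higher at 500 μg/L. A further 31 genes changed in opposite ways, 26 of them lower at 5 μg/L and higher at 500 μg/L. The other 5, or109-11, LOC100008066, LOC100007703, LOC795145 and LOC100535167, were higher at 5 μg/L and lower at 500 μg/L, and apart from LOC100535167 they were named only after their values were seen. Of these, or109-11 had 2 reads at 500 μg/L and LOC100008066 had 3. Both comparisons share the DMSO vehicle library, so 100 sets of unchanged libraries were simulated from the pooled reads of all 3 libraries. In each set, 1 simulated DMSO vehicle library served both comparisons. The BCV was 0.0921, the spread seen at 5 μg/L in the well-counted genes. The sets gave on average 34.4 genes changed the same way and 0.22 in opposite ways, with 170 genes changed at 5 μg/L and 197 at 500 μg/L. An assumed BCV of 0.2 gave 129.4 the same way and 0.80 in opposite ways. Across the 13650 genes with at least 100 normalized counts, Pearson's r between the log2 fold changes at both doses was 0.253, against a mean of 0.474 in the simulated sets, while their covariance was 0.0465 against 0.0228. The simulated libraries had the same spread at both doses, whereas the SD of the log2 fold change in well-counted genes was 0.56 at 500 μg/L and 0.19 at 5 μg/L. A wider spread at 500 μg/L lowers r by itself, so the lower r does not decide how far the doses are related. Genes are not independent replicates.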

The intersections of the Venn diagram further revealed that less than 4% of up-regulated genes in the 500 μg/L BDE47-treated group were also up-regulated in the 5 μg/L BDE47-treated group, and the expression trends of a total of 32 genes reversed with increasing BDE47 concentration. These features suggested that exposure to different BDE47 concentrations resulted in different types of biological effects in the zebrafish development process. The maximum FC of genes was 15.67 (zgc:194355) when exposed to 5 μg/L BDE47 and up to 115.04 (hsp70.2, LOC100535101) when exposed to 500 μg/L BDE47. 

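The transcript with the largest fold change at 5 μg/L, LOC556575 in the deposited table and lratb.2 in the RefSeq table, had 3 reads in DMSO vehicle, 34 at 5 μg/L and 82 at 500 μg/L. The fold change of LOC556575 was 15.7 at 5 μg/L (95% CI 4.93 to 79.8) and 43.2 at 500 μg/L (95% CI 14.3 to 214). Among the genes with at least 100 normalized counts in 1 of the 2 libraries, the largest fold changes at 5 μg/L were those of rsad2, at 4.19 (95% CI 2.77 to 6.51), ctsl, ifit2, at 2.96, rpe65a and LOC100535167, at 2.33. The fold change of rpe65a was 2.36, and the paper's Table S4 lists this gene as lower in DMSO vehicle than in the blank control. The smallest were 0.0741 for itln3 (95% CI 0.0542 to 0.0991), 0.149 for LOC795897, 0.261 for lect2l, 0.262 for LOC100002476 and 0.263 for LOC794635. At 500 μg/L, LOC100535101 rose from 254 to 18488 reads, a fold change of 115 (95% CI 102 to 131). With the same minimum of 100 normalized counts, the smallest fold changes at 500 μg/L were 0.149 for LOC100534770, 0.162 for treh, 0.162 for LOC100537272, 0.166 for gc and 0.174 for LOC100147988. Among the alternatives, scaling to the total per library moved the fold change of LOC100535101 most, to 112.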

Complete lists of differently expressed genes treated with both BDE47 concentrations are shown in Additional files 2 and 3: Tables S2 and S3.

**Figure 1:**
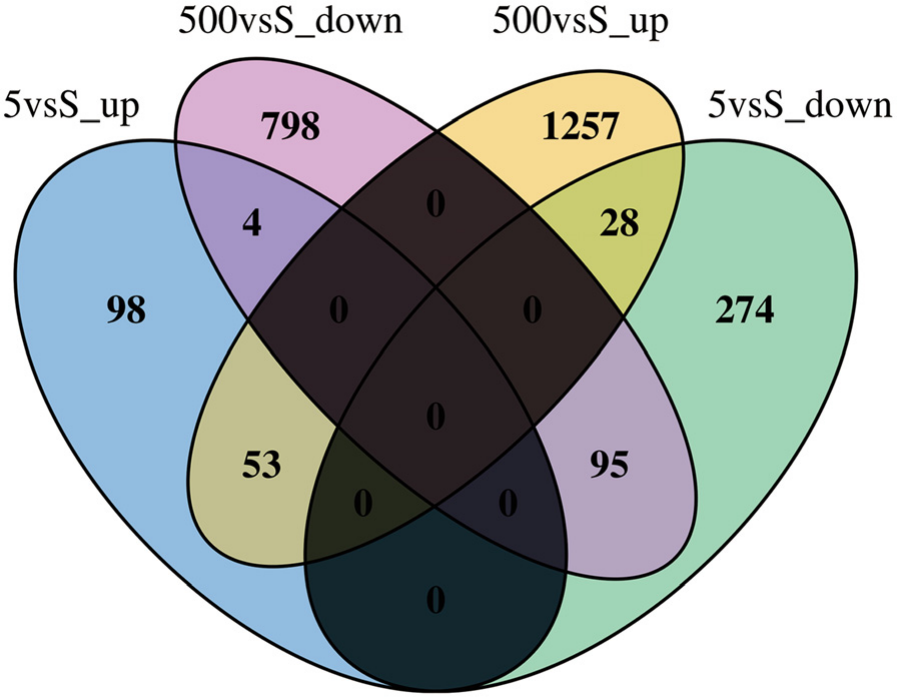
**Venn diagram showing the effects of BDE47 exposure on the detected genes.** Genes were grouped on the basis of their expression changes under different BDE47 concentrations. Expressions were evaluated on the basis of the number of reads per gene model. The shaded areas represent the existence of no intersection between two subsets.

The most significant genes (FC > 10 or FC < 0.1) of zebrafish larvae after exposure to 500 μg/L BDE47 are shown in Table 1. 

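With a MARS p-value under the threshold and at least 1 normalized count in DMSO vehicle, 53 genes had an observed ratio above 10 at 500 μg/L. Of them, 14 had 3 reads or fewer in DMSO vehicle, and against the floor of 3 reads some fell below 10, such as ifnphi1 at 7.90. Of these, 4 are not in Table 1 and apart from LOC556575 they were named after their values were seen. They were LOC556575, kcne4 with a fold change of 24.9 (95% CI 9.26 to 94.2), LOC100536123 at 15.8 and LOC559748. The last was at 11.1 against the floor of 3 reads, and the 95% CI of its observed ratio began at 4.06. An observed ratio below 0.1 with more than 10 normalized counts in DMSO vehicle was found for 21 genes. Among these, 20 had 3 reads or fewer at 500 μg/L and 12 had none. The remaining gene, LOC794295, fell from 108 to 6 reads, a fold change of 0.0878 (95% CI 0.0315 to 0.197). Against the floor of 3 reads, fold changes such as 0.182 for aqp8b and 0.365 for zranb3 lay above 0.1. Those of cyp2aa8 and LOC100332352, at 0.0593 and 0.0790, stayed below it.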

Excluding those genes that were totally inhibited in the exposure group and with a TMM value < 1 in the DMSO group, 49 up-regulated and 22 down-regulated genes were present. Of the four most dramatically up-regulated genes, three transcripts encoded heat shock cognate (HSC) proteins: their mean FC was up to 100.59. 

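The fold change of hsp70 at 500 μg/L was 111 (95% CI 98.2 to 127) and that of hsp70l was 75.3 (95% CI 70.18 to 80.83). The mean over LOC100535101, hsp70 and hsp70l was 101 (SD 22.0, n = 3 genes), and 0.738 at 5 μg/L. The table gives HSPA8 as the human match of these genes, so how the reads were split between similar copies is uncertain. For hspa8, chosen after its values were seen, the fold change at 500 μg/L was 1.17. Among the other heat shock genes of Table 1, hspb9 rose 27.7-fold (95% CI 24.9 to 30.9) and LOC798846 rose 24.4-fold, while at 5 μg/L the latter had a fold change of 0.362 (95% CI 0.216 to 0.585).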

Unlike canonical heat-shock proteins, the HSC proteins constitutively expressed and functioned during normal cellular processes; however, their up-regulation still reflected immune stress such as inflammation, infection, and cancer [15]. In the range of 10 < FC < 50, the notable transcripts were those encoding cathepsin and PIM1 enzymes. 

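The cathepsin transcripts in this range had few reads. In DMSO vehicle, 5 μg/L and 500 μg/L, LOC100537665 and MGC174155 each had 4, 2 and 48 reads, and the equal numbers in all 3 libraries leave open whether the pair shares its reads. Their fold change at 500 μg/L was 19.0 (95% CI 6.94 to 72.4). MGC174152 rose from 6 to 65 reads, or 17.1-fold. Against the floor of 3 reads, the fold change at 500 μg/L was 25.3 for MGC174857, 10.0 for LOC100001785 and 6.85 for ctsl1b. The 95% CIs of their observed ratios began at 9.94, 3.62 and 2.33. The 5 transcripts of Table 1 that match human PIM1 had 3 to 14 reads in DMSO vehicle and 36 to 90 reads at 500 μg/L. Their fold changes ranged from 10.2 for LOC561283 to 19.0 for LOC561147 (95% CI 5.99 to 96.3). The table gives PIM1 as the human match of 44 genes. Of the 13 with at least 10 normalized counts, 10 were changed upward and 1 downward.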

The protein products of cathepsin-related transcripts were similar to those of human cathepsin V, a protease highly homologous to mouse cathepsin L [16]. The Pim1 oncogene is involved in multiple human cancers, and enhanced Pim1 expression would benefit vision formation of zebrafish [17].

**Table 1:** **Most significant genes changed their expressions in zebrafish exposed to 500 μg/l BDE47 (FC > 10 or FC < 0.1)**

**Gene symbol**	**Accession ID**	**BLAST**	**Fold change**	**Style**	**Counts**_**500**	**Counts**_**S**
*hsp70.2*	XP_003198158	HSPA8	115.04	up	23095.632	200.760
*pth1a*	NM_212950		112.61	up	356.029	3.162
*hsp70*	NM_131397	HSPA8	111.46	up	21407.932	192.066
*hsp70l*	NM_001113589	HSPA8	75.27	up	47595.391	632.316
*LOC100536983*	XP_003200216		56.47	up	3123.057	55.328
*fosl1a*	NM_001161552	FOSL2	53.77	up	1997.507	37.149
*Fosb*	NM_001007312	FOSB	51.63	up	367.272	7.114
*lepb*	NM_001030186		49.47	up	391.007	7.904
*MGC174857*	NM_001103115	CTSV	37.93	up	59.963	1.581
*hspb9*	NM_001114705		27.69	up	7746.431	279.800
*il12a*	NM_001007107		26.87	up	42.474	1.581
*mmp13a*	NM_201503	MMP13	26.62	up	3219.247	120.930
*si:ch211-199o1.2*	NM_001100062	HSPA1L	24.38	up	1618.993	66.393
*lepa*	NM_001128576		23.71	up	112.430	4.742
*LOC557301*	XP_685429	CARTPT	21.11	up	5723.939	271.105
*LOC100538045*	XP_003197928		20.55	up	32.480	1.581
*LOC570404*	XP_698974		20.39	up	161.150	7.904
*MGC174155*	NM_001103118	CTSV	18.97	up	59.963	3.162
*si:dkey-26 g8.4*	XP_003199634	CTSV	18.97	up	59.963	3.162
*LOC561147*	XP_689643	PIM1	18.97	up	44.972	2.371
*MGC174152*	NM_001105680	CTSV	17.12	up	81.199	4.742
*atf3*	NM_200964	ATF3	16.79	up	7218.010	429.975
*LOC100333562*	XP_002666978	HIST1H4F	16.60	up	26.234	1.581
*LOC100003896*	NM_001115069		16.20	up	51.218	3.162
*LOC100000332*	XP_002662857	RNF182	15.21	up	4148.669	272.686
*si:ch211-231 m23.4*	XP_002665089	FFAR3	15.01	up	23.735	1.581
*il11b*	XP_003200597		15.01	up	23.735	1.581
*si:dkey-239j18.3*	XP_001341714	CTSV	15.01	up	23.735	1.581
*LOC100332718*	XP_002666833	GDPGP1	14.75	up	34.978	2.371
*timp2b*	NM_213296	TIMP2	14.53	up	3892.578	267.944
*LOC100538016*	XP_003200235	BTG3	14.07	up	1000.628	71.136
*LOC797181*	XP_001337638	CXCR1	13.83	up	43.723	3.162
*LOC561346*	XP_689846	PIM1	13.75	up	108.682	7.904
*LOC100007777*	XP_001346148	PIM1	12.12	up	86.196	7.114
*LOC100334610*	XP_002663270		12.05	up	228.608	18.969
*ifnphi1*	NM_207640		11.85	up	18.738	1.581
*ptrh1*	NM_001013330	PTRH1	11.78	up	595.879	50.585
*mmp9*	NM_213123	MMP9	11.61	up	5094.331	438.669
*insb*	NM_001039064	INS	11.59	up	54.966	4.742
*sgk2b*	NM_001076564	SGK1	11.30	up	938.166	82.991
*si:dkey-85 k15.6*	XP_001344298		11.06	up	34.978	3.162
*LOC100537455*	XP_003199799	ADTRP	11.06	up	26.234	2.371
*LOC795066*	XP_001335163	CASP10	10.75	up	42.474	3.952
*LOC100007785*	XP_001920525	PIM1	10.59	up	83.698	7.904
*il1b*	NM_212844		10.46	up	760.777	72.716
*ctsl1b*	NM_131198	CTSV	10.27	up	16.240	1.581
*tcap*	XP_684103	TCAP	10.22	up	4128.682	403.892
*LOC561283*	XP_001920442	PIM1	10.16	up	112.430	11.066
*cyp2k6*	NM_200509	CYP2C19	10.15	up	738.291	72.716
*LOC100535212*	XP_003199890	NXF1	0.099	down	1.249	12.646
*LOC100537950*	XP_003200691		0.099	down	1.249	12.646
*LOC100151419*	XP_001922180	IRGC	0.093	down	1.249	13.437
*LOC794295*	XP_001334228	CBLN4	0.088	down	7.495	85.363
*LOC100536146*	XP_003198781	TBX5	0.053	down	1.249	23.712
*LOC100537396*	XP_003198045	GIMAP7	0.049	down	1.249	25.293
*LOC100538301*	XP_003200448	TTLL5	0.045	down	1.249	27.664
*cyp2aa8*	NM_001006080	CYP2J2	0.040	down	2.498	63.232
*si:dkey-58f10.12*	XP_002662081		0.026	down	1.249	47.424
*aqp8b*	NM_001114910	AQP8	0	down	0	20.550
*dicp1.1*	LOC100007383		0	down	0	19.760
*or115-11*	NM_001130806	OR7C1	0	down	0	18.969
*ora3*	XP_002666147		0	down	0	16.598
*LOC100535486*	XP_003198138	AQP8	0	down	0	14.227
*LOC100535815*	XP_003198338	ZFP2	0	down	0	14.227
*LOC567550*	XP_005162589	G2E3	0	down	0	13.437
*aadacl4*	NM_001172642	AADACL4	0	down	0	12.646
*LOC100535879*	XP_003200240		0	down	0	11.856
*LOC796876*	XP_001334272	CXorf21	0	down	0	11.856
*pou5f1*	NM_131112	POU3F3	0	down	0	11.856
*zranb3*	zranb3	ZRANB3	0	down	0	10.275
*LOC566574*	XP_001919203	GIMAP7	0	down	0	10.275

### Marginal effect of BDE47 on alternative splicing events

One advantage of deep sequencing over microarrays is its ability to detect alternative splicing, which is a common event in higher vertebrates. Therefore, the effect of BDE47 on the alternative splicing of larval transcriptome was investigated. The results are shown in Table 2. Many diseases in animals are due to abnormal alternative splicing. However, BDE47 exhibited only a marginal effect on the alternative splicing events of zebrafish larvae despite seriously affecting its transcriptome. We noticed that a similar outcome was observed in the case of benzene exposure [18]. Two genes of tropomyosin, TPM3 and TPM4, were significantly changed their alternative splicing patterns in the 500 μg/L BDE47 exposure group. Tropomyosin, which has diverse isoforms, plays a critical role in regulating the function of actin filaments; in particular, TPM3 may have a unique and vital role in embryogenesis.

**Table 2:** **Genes with significantly altered alternative splicing under 500 g/l BDE47 exposure**

**Accession ID**	**Location**	***p*** **-value**	**Splicing type**
**500 μg/l**			
*tpm3*	chr19	4.84E-03	Mutually_exclusive
*ndrg1*	chr19	6.65E-03	Altstart
*tpm3*	chr19	7.48E-03	Altstart
*ugt2a1*	chr5	9.23E-03	Altstart
*LOC560944*	chr24	9.42E-03	Cassette
*LOC100535315*	chr19	1.60E-02	Cassette
*tpm4*	chr22	2.03E-02	Altstart
*LOC560944*	chr24	3.33E-02	Mutually_exclusive
*ogt.1*	chr14	3.47E-02	Alt3
*vegfaa*	chr16	3.91E-02	Cassette
**5 μg/l**			
*plod2*	chr24	8.08E-03	Cassette
*ppap2b*	chr20	1.75E-02	Mutually_exclusive
*tnnt2e*	chr4	2.28E-02	Mutually_exclusive
*ndrg1*	chr19	4.50E-02	Altstart
*a1cf*	chr12	4.96E-02	Alt3

### Functional enrichment based on different dynamic expression patterns

All significant mRNAs were further classified into eight dynamic expression patterns under different concentrations, and the mRNA number and p-value of each pattern were calculated (Figure 2). Three patterns were significant: pattern 4 (up-regulated; only exposed to 500 μg/l BDE47), pattern 3 (down-regulated; only exposed to 500 μg/l BDE47), and pattern 0 (constantly down-regulated; exposed to both 500 and 5 μg/l BDE47). 

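Each of the 2493 genes changed at 1 or both doses was assigned to the pattern with the highest correlation to its log2 fold changes. Pattern 4 held 932 genes, pattern 3 held 523 and pattern 0 held 242. Pattern 7 held 314 genes, pattern 2 held 215, pattern 1 held 115, pattern 6 held 81 and pattern 5 held 71. As a reference, the libraries were put in each of their 6 possible orders, and the mean number of genes over these orders was 401.5 for patterns 4 and 1, 286 for patterns 3 and 6, 143.5 for patterns 0 and 7, 350.3 for pattern 2 and 481 for pattern 5. The alternative that moved pattern 0 most was a minimum of 50 normalized counts, which left 159 genes in it.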

The results reaffirmed that the exposure of zebrafish larvae to high BDE47 concentration exerted a significant influence on their transcriptome, and most genes remained stable expression under low BDE47 concentration.

**Figure 2:**
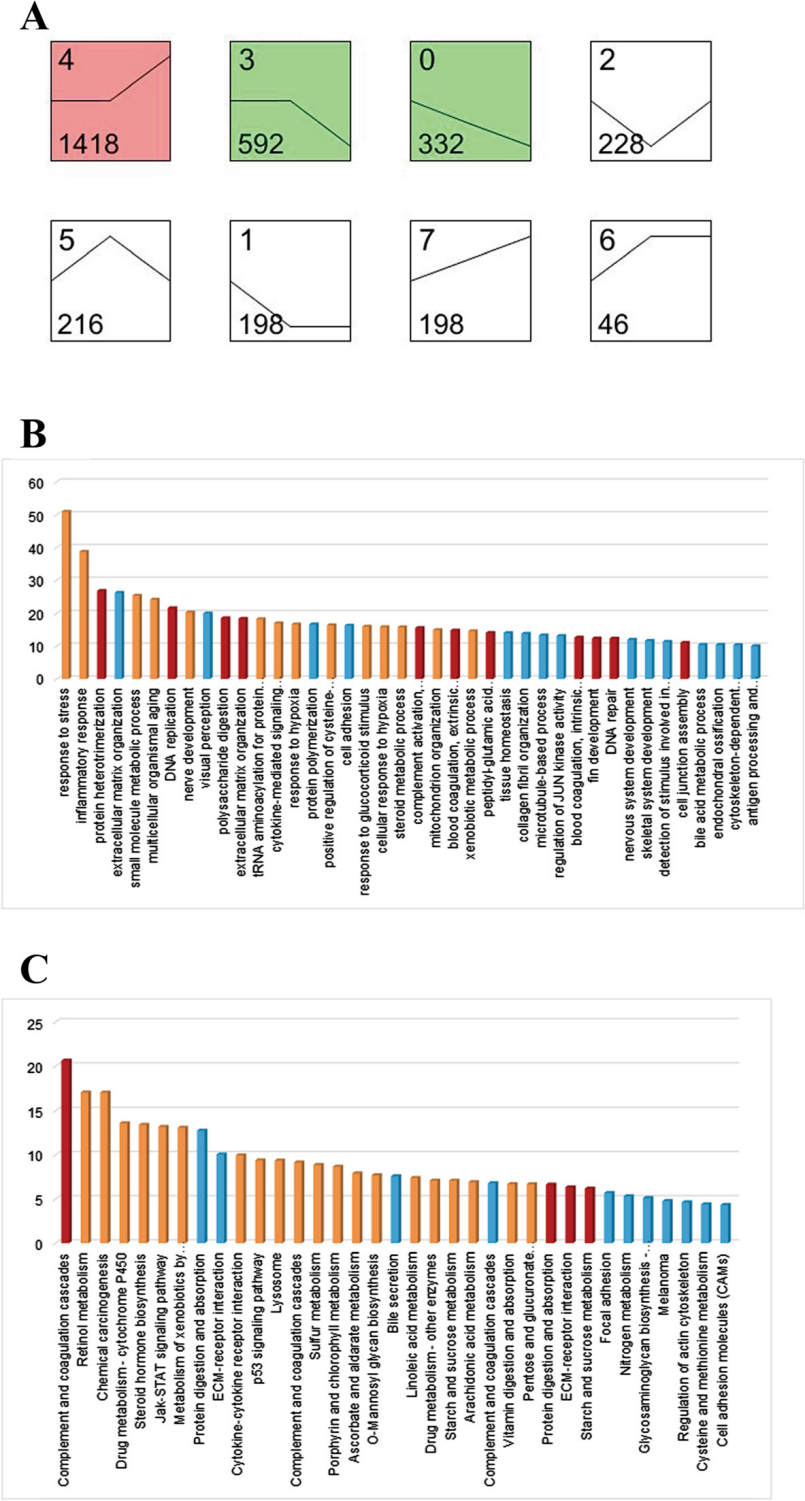
**Functional enrichment analysis based on different gene expression patterns. (A)** Expression profiles in color indicate significant ones (p < 0.05). Green, up-regulated; red, down-regulated. Profile number (up left), gene number (bottom left), and trend (line) in each profile were labelled. The significant terms were graphed using **(B)** GO annotation (p < 0.001, FDR < 0.05), and **(C)** KEGG pathway annotation (p < 0.05). Tawny block, pattern 4; teal block, pattern 3; red block, pattern 0.

According to the expression patterns of zebrafish larvae, functional enrichment analysis was performed, and biological process ontologies were adopted in GO analysis. Because of the excessive numbers of terms obtained, the false discovery rate (FDR) was used to calibrate the p-value. The complete GO analysis results (p < 0.001, FDR < 0.05) are shown in Figure 3b. Pattern 4 represented the biological functions and processes that were significantly induced by BDE47 treatment. The affected GO terms mainly involved stress responses and metabolic processes such as: response to stress (GO:0006950); small molecule metabolic process (GO:0044281); nerve development (GO:0021675); and steroid metabolic process (GO:0008202). 

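The median log2 fold change of 32 heat shock genes at 500 μg/L was 1.32, above all 10000 random lists, with 30 genes higher and 20 changed. The alternative that moved this median most was scaling to the total per library, which gave 1.28. The median was 1.57 for 29 immediate early genes, with 26 higher, and 1.53 for 29 inflammation genes, with 25 higher. The fold change of fosl1 was 53.8 (95% CI 40.2 to 73.5), that of mmp13a 26.6, that of atf3 16.8 and that of il1b 10.5 (95% CI 8.39 to 13.2). The medians of the integrated stress response, p53 response and hypoxia lists were 1.12, 1.1 and 0.81, and the first pair of these lists share genes such as sesn2. With 5 μg/L the medians were -0.08 for the heat shock genes, -0.12 for the immediate early genes, -0.36 for the inflammation genes and 0.15 for the hypoxia genes, and il1b had a fold change of 0.180 (95% CI 0.0899 to 0.331). These differences rest on 1 DMSO vehicle library.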

Patterns 3 and 0 represented the biological functions and processes that were significantly inhibited by BDE47 treatment. In pattern 3, the GO analysis results reflected BDE47 damage to the development of nerve, vision, and skeletal system in zebrafish larvae, e.g., extracellular matrix organization (GO:0030198); visual perception (GO:0007601); collagen fibril organization (GO:0030199); and skeletal system development (GO:0001501). 

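Of 35 cartilage and bone matrix genes, 31 were lower at 500 μg/L and 11 were changed downward, with a median log2 fold change of -0.70, below all random lists. The largest decreases among these genes were those of LOC556849, with a fold change of 0.301 (95% CI 0.205 to 0.432), and of the type I collagen genes. For matn3b the fold change was 2.36 (95% CI 2.07 to 2.68). The median at 5 μg/L was 0.19. With a pseudocount of 5 the median at 500 μg/L was -0.60, the value farthest from -0.70 among the alternatives. The 47 phototransduction genes had a median of -0.17 (percentile 1.29), with 8 changed downward and 0 upward, and of 0.13 at 5 μg/L (percentile 98.67). All 13 photoreceptor regulators were lower at 500 μg/L, with a median of -0.53 (percentile 0.08). Of 16 genes of the inner retina, 14 were lower, with a median of -0.41 (percentile 0.35), and none of the 16 was changed at least 2-fold.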

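The type I collagen genes col1a1a and col1a1b had fold changes of 0.621 (95% CI 0.603 to 0.640) and 0.575 (95% CI 0.555 to 0.595) at 5 μg/L, and of 0.359 (95% CI 0.345 to 0.373) and 0.363 (95% CI 0.348 to 0.379) at 500 μg/L. The median log2 fold change of 34 complement and coagulation genes was -0.31 at 5 μg/L, where 30 genes were lower, and -0.33 at 500 μg/L, where 19 were lower. For c3b the fold change was 0.312 at 5 μg/L and 0.212 at 500 μg/L, and for c3c it was 0.481 and 0.294. The coagulation factor gene f7i had a fold change of 0.668 at 5 μg/L and 0.194 (95% CI 0.153 to 0.243) at 500 μg/L, and f9b one of 1.09 and 3.87. Decreases shared by both doses rest on the same DMSO vehicle library.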

The most enriched terms in pattern 0 included: protein heterotrimerization (GO: 0070208); extracellular matrix organization (GO:0030198); complement activation, alternative pathway (GO:0006957); and blood coagulation extrinsic pathway (GO:0007598).

**Figure 3:**
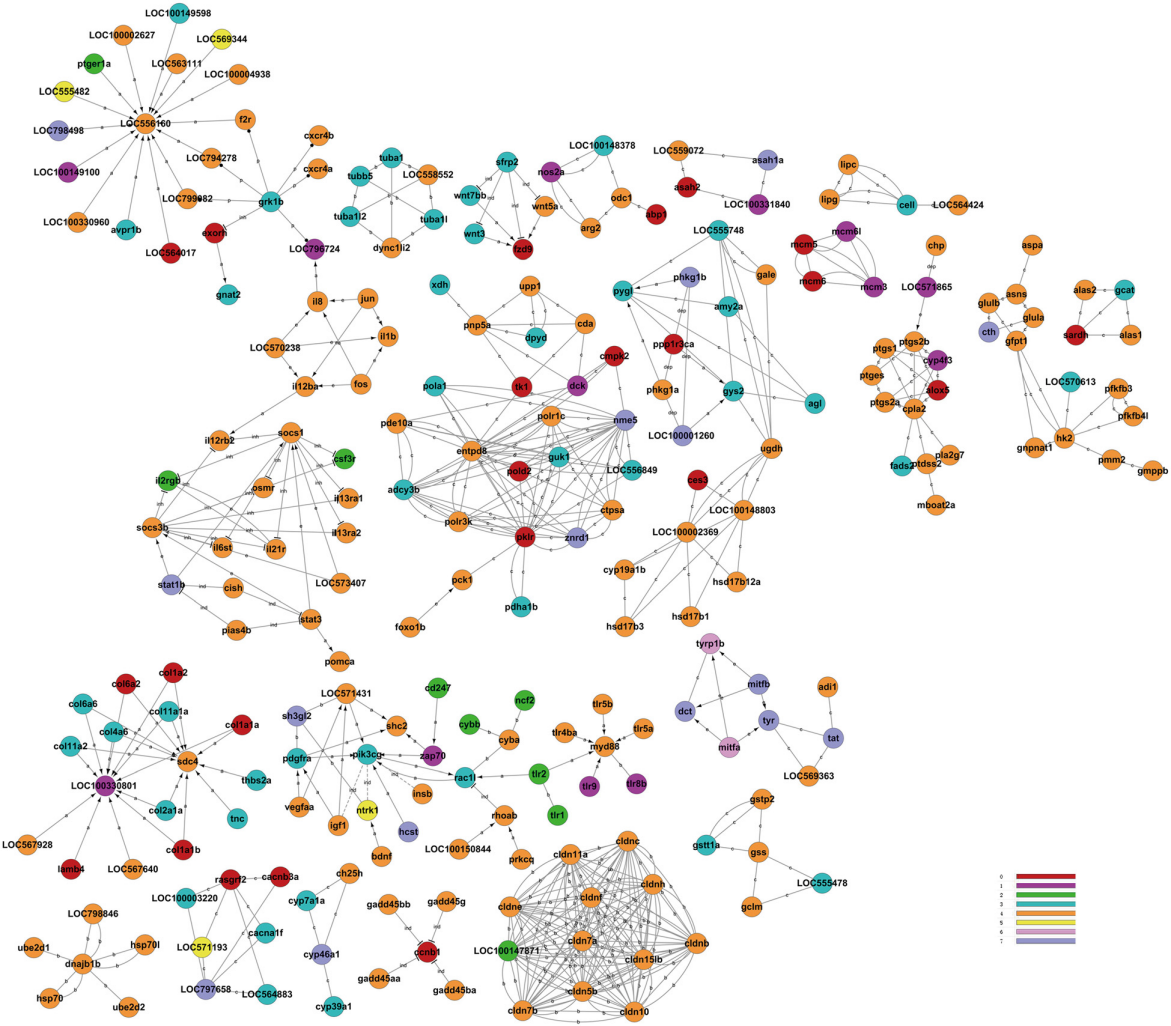
**Gene regulatory network of 6 dpf zebrafish larvae under BDE47 treatments.** The abbreviations on arrows between two nodes reflect their regulatory relationship. A, activation; b, binding/association; c, compound; dep, dephosphorylation; e, expression; ind, indirect effect; inh, inhibition; p, phosphorylation. Node colors indicate gene expression pattern. Red, pattern 0; violet, pattern 1; green, pattern 2; teal, pattern 3; tawny, pattern 4; yellow, pattern 5; lilac, pattern 6; lavender, pattern 7.

KEGG pathway analysis (Figure 3c) screened out fewer terms than GO analysis, and reflected different information from that obtained by GO analysis. The significant terms in pattern 4 included: retinol metabolism (PATH:00830); chemical carcinogenesis (PATH:05204); steroid hormone biosynthesis (PATH:00140); metabolism of xenobiotics by cytochrome P450 (PATH:00980); and sulfur metabolism (PATH:00920). 

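The median log2 fold change of 21 visual cycle and retinol genes at 500 μg/L was 0.10 (percentile 76.7), with 7 changed upward and 3 downward. Their median at 5 μg/L was 0.26 (percentile 99.99), with 16 genes higher, and 3 of the 21 genes are lower in DMSO vehicle than in the blank control in the paper's Table S4. The largest log2 fold change in the list at 500 μg/L was 2.94, that of rpe65a, 1 of the genes lower in DMSO vehicle. The product of the paper's value for DMSO vehicle against the blank control and this fold change was 1.44. Among the other genes changed upward, lratb had a fold change of 2.41 (95% CI 1.78 to 3.30), while its paralog lrata fell to 0.155 (95% CI 0.0549 to 0.358). The fold change of dgat1b was 2.60 (95% CI 2.38 to 2.85). The cytochrome P450 gene cyp2k6 had a fold change of 10.2, and that of cyp1a was 1.69 (95% CI 1.61 to 1.77). The 9 genes of a list for the aryl hydrocarbon receptor (AhR) response had a median of -0.33 (percentile 6.36), which was 0.00 with a minimum of 50 normalized counts.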

The affected pathway terms in patterns 3 and 0 included: protein digestion and absorption (PATH:04974); ECM-receptor interaction (PATH:04512); and glycosaminoglycan biosynthesis-chondroitin sulfate (PATH:00532). Patterns 0 and 3 had similar enrichment results. The gene regulatory network of BDE47 was constructed on the basis of the information provided by the KEGG pathway database and visualized (Figure 3).

### Validation of sequencing data

To validate the sequencing data of BDE47 treatment, the FCs of relative mRNA expression levels of several selected genes were determined by real-time quantitative PCR (RT-qPCR). Because, in the sequencing data, most of the genes significantly changed their expressions under exposure to high BDE47 concentration but showed no significant changes of their expressions under low concentration, only a RT-qPCR assay using 500 μg/L BDE47 was performed. The genes are listed in Table 3, and they include *ch25h*, *LOC799791*, *rx2*, *fetub*, *sesn2*, *opn1sw1*, *hsp70*, *cyp2k6*, *pth1a*, and *lepb*. The selected genes had significant expression changes with enough dimensions and they participated in biological functions we were concerned with, including xenobiotic metabolism (*cyp2k6*), immune response (*sesn2*, *hsp70*, *ch25h*, and *LOC799791*), endocrine regulation (*fetub*, *pth1a*, and *lepb*), eye development (*rx2*), and photosensitivity (*opn1sw1*). After RT-qPCR amplification, they were confirmed to have expression patterns similar to those observed by deep sequencing. 

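In the libraries the fold changes at 500 μg/L were 4.89 for ch25h (95% CI 3.44 to 7.07), 2.99 for LOC799791 (95% CI 1.67 to 5.53), 0.185 for rx2 (95% CI 0.125 to 0.264), 0.252 for fetub (95% CI 0.248 to 0.256), 6.31 for sesn2 (95% CI 5.23 to 7.66), 0.198 for opn1sw1 (95% CI 0.194 to 0.202) and 49.5 for lepb (95% CI 26.5 to 104). The gene lepb had 10 reads in DMSO vehicle, and with a pseudocount of 5 its fold change was 30.7. Of the genes in Table 3, 10 of 10 had the same direction in the libraries as in the paper's RT-qPCR, which used 3 batches of larvae. The paper's RT-qPCR value lay more than 2 SEM from 1 for 9 of them. For 8 of the 10 genes the fold change in the libraries was farther from 1 than the paper's RT-qPCR value.

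**Figure D2:**
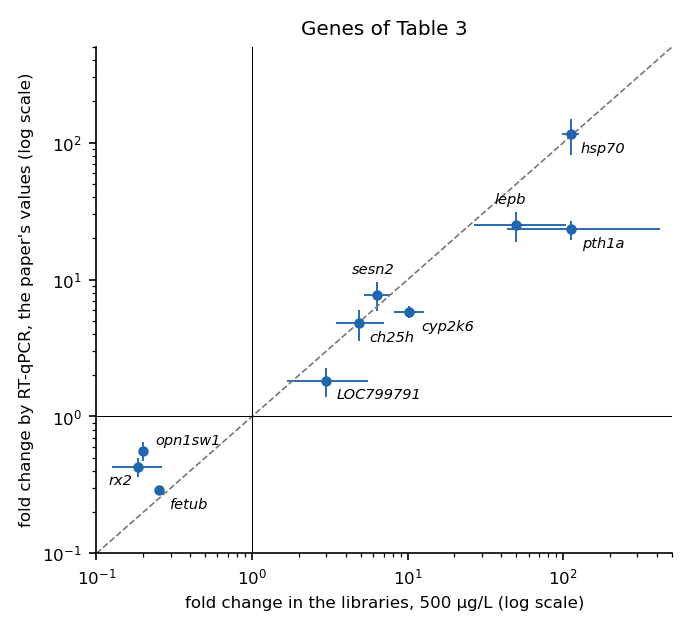
Fold change of the 10 genes of Table 3 at 500 μg/L in the libraries (horizontal, with the 95% CI from counting error) against the paper's RT-qPCR values (vertical, with the paper's SEM over 3 batches), both on log scales. The dashed line marks equal values, and all 10 genes lie on the same side of 1 on both axes.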

Even though the FC values of *pth1a* and *lepb* were lower than their sequencing data, the expression changes were still dramatically significant.

**Table 3:** **Comparison of gene expression changes between deep sequencing and qRT-PCR data**

**Genes**	**RT-PCR**		**Deep sequencing**
	**FC (500)**	**SEM**	**FC (500)**
*ch25h*	4.78	1.21	4.89
*LOC799791*	1.83	0.44	2.99
*rx2*	0.43	0.07	0.18
*fetub*	0.29	0.02	0.25
*sesn2*	7.71	1.84	6.31
*opn1sw1*	0.56	0.09	0.20
*hsp70*	114.91	33.50	111.46
*cyp2k6*	5.79	0.59	10.15
*lepb*	24.97	6.24	49.47
*pth1a*	23.28	3.72	112.61

### Transcriptomic effects of DMSO vehicle

To study the possible effects of DMSO on zebrafish larvae, we compared the transcriptomes of the DMSO vehicle and blank control. Four hundred and fifty-four transcripts were significantly expressed (p < 0.05), of which 214 transcripts were up-regulated and 240 transcripts were down-regulated. Significantly changed transcripts accounted for about 2.2% of the total detected transcripts, and no abnormal phenotype was observed during larval development (data not shown). The effects of DMSO vehicle on transcriptome in our study were far weaker than those in a previous study of Turner et al. [19]. The most up-regulated gene was *crfb9* (FC = 17.19), which encoded the cytokine receptor and its human homolog displayed inhibitory properties on IL-22 effects. The expressions of 31 genes were totally inhibited, such as *cyp11a1*, *gtf3ab*, and *msh4*. Functional enrichment analysis revealed that DMSO had a major effect on inducing the immune responses of larvae. Detailed results are shown in Additional file 4: Table S4.

### Morphological and histological abnormality caused by BDE47 exposure

To confirm the relationship between locomotor changes and disrupted larvae vision, histological sections of larval retina were prepared to investigate the effects of BDE47 on eye histology (Figure 4A-4B). In the sections exposed to 500 μg/L BDE47, a clear morphological alteration of photoreceptor cells was observed, and in the remaining sections, no significant change (data not shown) was observed compared to the control. At 6 dpf, disorderly arranged rods and cones (photoreceptors) were observed. A bipolar cell layer (BCL) was also distributed more sparsely than in the control, and the thickness of BCL increased noticeably. In general, this structural alteration of the retina closely resembled the effects caused by polychlorinated biphenyls [20], indicating that some common mechanisms probably exist among polyhalogenated aromatic hydrocarbons.

**Figure 4:**
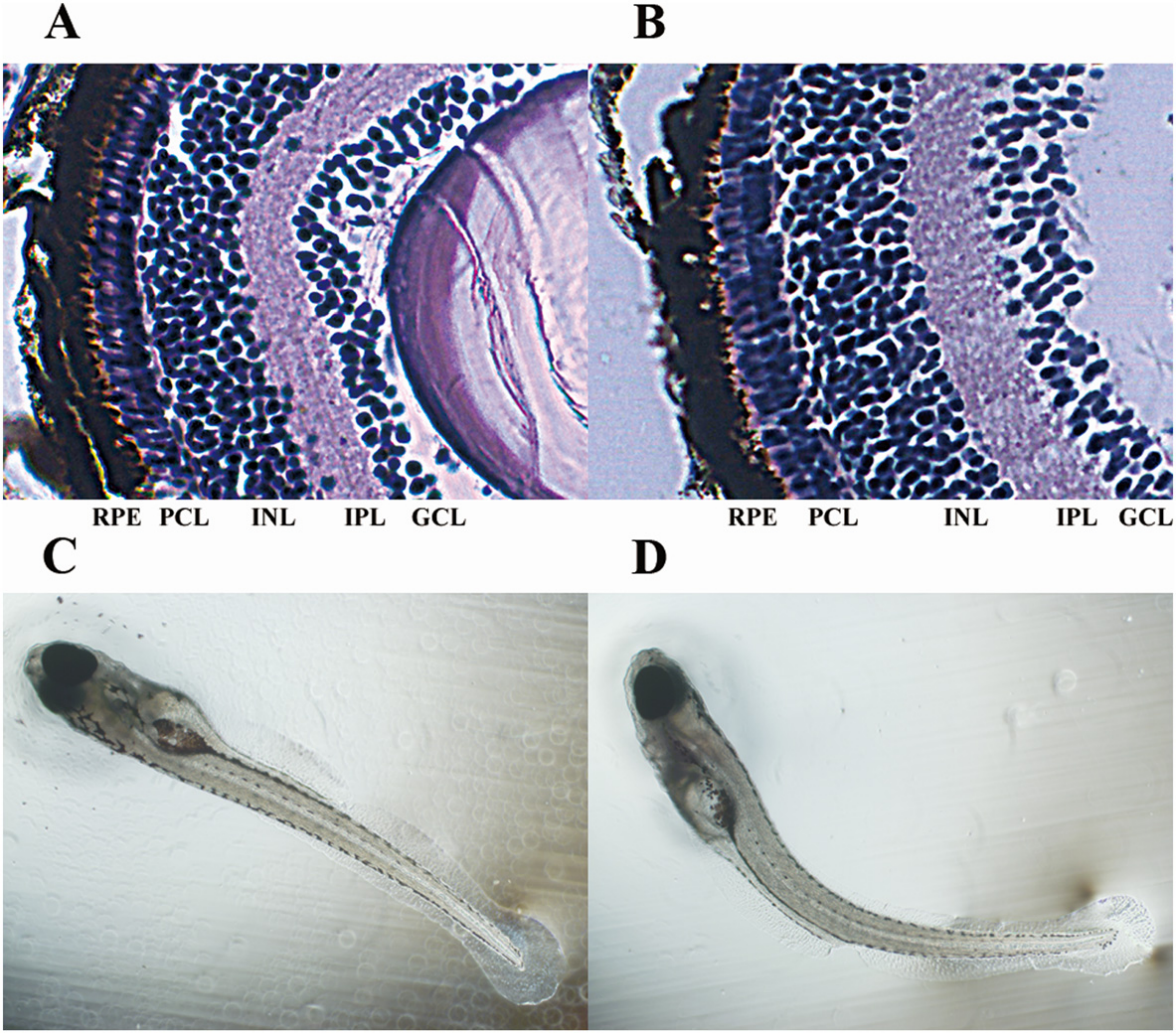
**Morphological observation of 6 dpf zebrafish larvae under BDE47 treatment and control. (A)** Normal histological patterns of larval retina (40X). **(B)** Larvae exposed to 500 μg/l BDE47 had retinal morphology distinct from the control (40X). **(C)** Normal body type of zebrafish larvae in the control group (4X). **(D)** Body curvature phenotype after 500 μg/l BDE47 exposure (4X). RPE, retinal pigment epithelium; PCL, photoreceptor cell layer; INL, inner nuclear layer; IPL, inner plexiform layer; GCL, ganglion cell layer.

Another apparent effect of 500 μg/l BDE47 exposure on zebrafish larvae was the body curvature phenotype. Almost all larvae exhibited different degrees of curvature (88.9 ± 2.9% of malformation rate at 6 dpf); however, it was particularly evident in some individuals (Figure 4C-4D). A close examination revealed that the curvature was related to the failed inflation of the swim bladder, and we hypothesized that the curvature may result in the malformation of the swim bladder. The abnormality of the notochord and swim bladder could have implications for larval locomotion. Besides, there was no significant difference in hatching rates in both of the BDE 47 exposure groups (data not shown).

## Discussion

According to the results of our study and previous ones, the locomotion of zebrafish was found to be less active after exposure to PBDE. Several plausible hypotheses were suggested, including disruption of the transport and absorption of the neurotransmitter acetylcholine [21], inhibition of the axonal growth of primary and secondary motor neurons [22], and deformation of the larvae [23,24]. Microscopic examination confirmed the spinal curvature of larvae under exposure to 500 μg/L BDE47. However, these above hypotheses do not explain the specific locomotor reduction during switching between light and dark conditions [11]. We believe that the most relevant cause is larval responses to light. Therefore, based on deep sequencing data, our interpretation focuses on vision. 

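Of the 25 genes of Fig. 5, 10 were changed upward and 12 downward at 500 μg/L, and 5 upward and 2 downward at 5 μg/L. The paper picked them for differential expression in its own libraries, so these numbers do not describe vision genes in general. The median log2 fold change of the 25 genes at 500 μg/L was -0.17 (percentile 11.9). The alternative that moved it most was a minimum of 50 normalized counts, which gave -1.02. For the blue and green cone opsin genes opn1sw2 and opn1mw1 the fold changes at 500 μg/L were 0.447 (95% CI 0.436 to 0.459) and 0.442 (95% CI 0.432 to 0.452), for exorh 0.314 and for valopa 0.471 (0.504 with a pseudocount of 5). For opn1lw1 it was 0.891 at 500 μg/L and 0.481 (95% CI 0.378 to 0.607) at 5 μg/L. The paper's Table S4 lists 4 of the 25 genes, rdh5, rlbp1b, rpe65a and LOC555864, as lower in DMSO vehicle than in the blank control. The paper's value times the fold change at 500 μg/L was 0.961, 0.857, 1.44 and 0.888, in the same order. A split of the phototransduction genes into rod and cone genes was made after the values were seen. The median of 12 rod genes was 0.40, with 8 genes higher, and that of 18 cone genes was -0.36, with 13 genes lower. Of genes also chosen after their values were seen, the rod transducin gene gnat1 had a fold change of 1.71 (95% CI 1.67 to 1.76) and the cone transducin gene gnat2 one of 0.536 (95% CI 0.524 to 0.548), whereas rhodopsin (rho) was at 0.683.

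**Figure D3:**
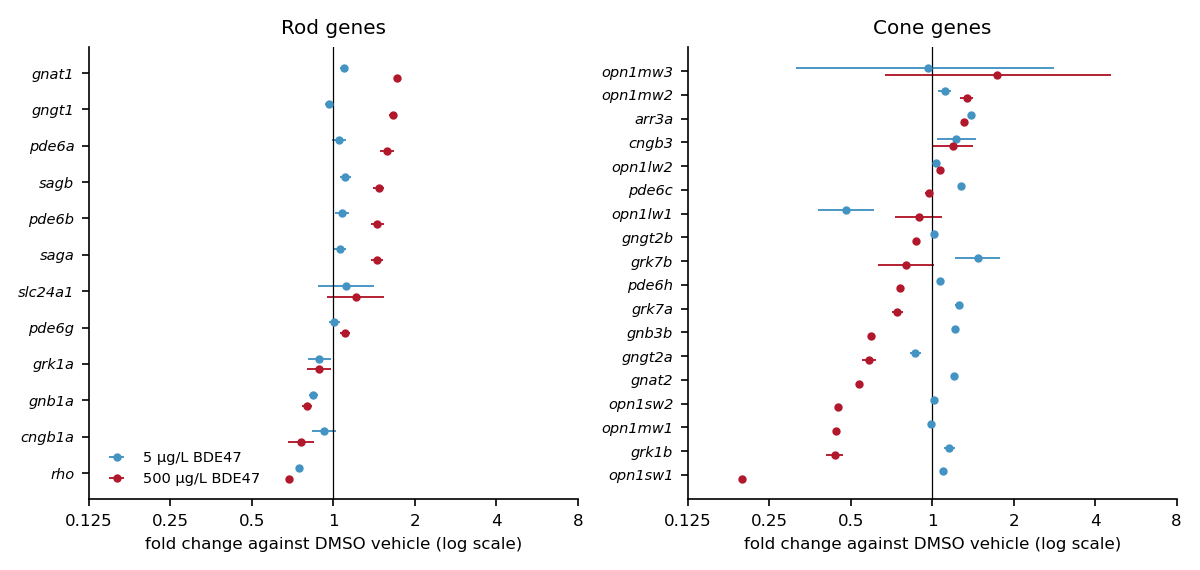
Fold change of the 12 rod and 18 cone genes against DMSO vehicle on a log scale, at 5 μg/L (blue) and 500 μg/L (red) BDE47. Bars are 95% CIs from counting error, and 8 rod genes lie above 1 and 13 cone genes below 1 at 500 μg/L.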

The expression levels of dozens of retina-related genes were changed by exposure to BDE47 (Figure 5). In addition, GO or KEGG terms such as visual perception and retinol metabolism had a relatively high significance in our enrichment analysis results (Figure 2).

**Figure 5:**
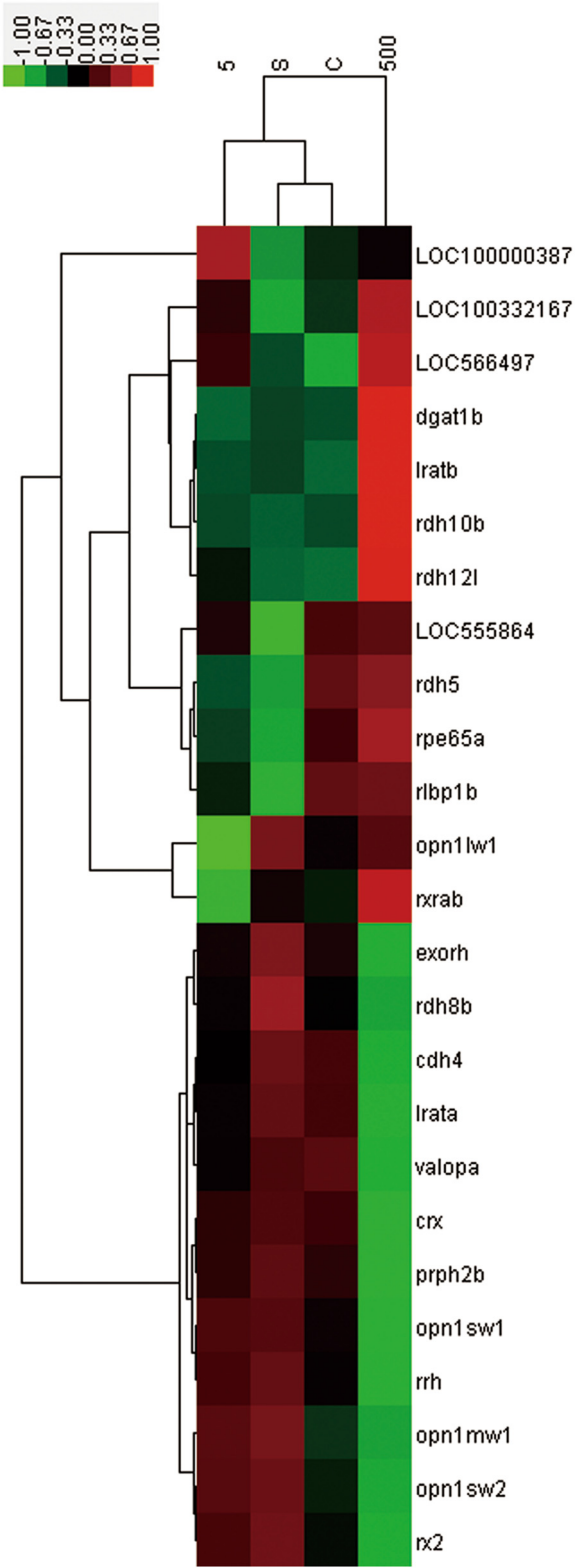
**Genes differentially transcribed related to vision formation and eye development in zebrafish larvae.** Hierarchical-clustering-analysis-based transcription levels were performed on 25 related genes showing significant differential expression (p < 0.05) in larvae. Gene tree (left) and condition tree (top) were obtained using Pearson’s uncentered distance metric calculated from all log10 transcription ratios (exposed/controls). Color scale from green to red indicate log10 ratios from −1.00 (10-fold down-regulation) to +1.00 (10-fold up-regulation). C: control; S: vehicle (0.1% DMSO); 5: 5 μg/l BDE47 treatment; 500: 500 μg/l BDE47 treatment.

Considering the essential roles of the conversion between retinol and retinal in the visual cycle and eye development, the up-regulation of retinol metabolism suggested that BDE47 probably affected these processes. The configurations of retinal (retinaldehyde) determine their functions during the visual cycle: in the traditional rod visual cycle, 11-cis retinal is regarded as the only chromophore. However, some evidences have revealed that in the newly discovered cone visual cycle, the retina could also use all-trans retinal directly [25,26]. The expression changes of several retinol dehydrogenase (RDH)-encoding genes were examined (Figure 5). The results revealed that expressions of 11-cis RDH genes such as *rdh5*, *rdh10b*, and *LOC555864* were up-regulated, as well as an all-trans RDH *rdh12l*. Therefore, BDE47 probably increased the photosensitive ability of zebrafish larvae and shortened their dark adaptation procedure, resulting in lack of responsiveness to changed light conditions.

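At 500 μg/L the fold changes were 2.35 for rdh5 (95% CI 1.85 to 3.00), 3.27 for rdh10b (95% CI 2.87 to 3.74), 2.99 for LOC555864 (95% CI 1.26 to 7.60, with 9 reads in DMSO vehicle and 17 at 500 μg/L) and 2.1 for rdh12l (95% CI 1.86 to 2.36). With 5 μg/L they were 1.39, 1.21, 2.77 and 1.29. The paper's Table S4 lists rdh5 and LOC555864 as lower in DMSO vehicle than in the blank control, with fold changes of 0.409 and 0.298. The product of the paper's value and the fold change at 500 μg/L was 0.961 for rdh5 and 0.888 for LOC555864. Of 10 genes whose names begin with rdh, 3 were changed upward and 2 downward at 500 μg/L, with a median log2 fold change of -0.04, which was 0.19 at 5 μg/L (percentile 98.6). The genes changed downward were rdh1, with a fold change of 0.337 (95% CI 0.307 to 0.369), and rdh8l, with one of 0.373 (95% CI 0.317 to 0.437).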

The expression changes of genes in terms of visual perception indicated the possibility of abnormal eye development in larvae, which was confirmed by histological sections (Figure 5). For example, the down-regulated expressions of the cone-rod homeobox-encoding gene Crx (FC = 0.48) and the R-cadherin-encoding gene CDH4 (FC = 0.49) were found in BDE47 exposed zebarfish larvae. 

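The fold change of crx at 500 μg/L was 0.480 (95% CI 0.449 to 0.514), from 3664 reads in DMSO vehicle and 1113 reads at 500 μg/L. That of cdh4 was 0.493 (95% CI 0.429 to 0.565), from 882 and 275 reads. At 5 μg/L they were 0.973 and 0.822. The homeobox gene otx2, chosen after its values were seen, had a fold change of 0.516 (95% CI 0.459 to 0.579), and nrl had one of 0.497 (95% CI 0.313 to 0.768), which was 0.531 with a pseudocount of 5. For prph2b, a gene of the photoreceptor outer segment, it was 0.494. From the role of Crx in forming the outer segment and that of Cdh4 in cell differentiation and axon migration in the retina, the paper proposes that the simultaneous decrease of the pair reflects impaired development of the retina, above all of the photoreceptor cells.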

The deficit of the Crx function led to the failure of forming the photoreceptor outer segment (OS) and the inhibition of expressing OS-specific genes [27]. Cdh4 controls visual system development and functions of cell differentiation and axon migration of retina in cooperation with Crx [28]. Their simultaneous down-regulated expressions suggested the impaired development of the retina, especially of photoreceptor cells.

BDE47 was reported to cause abnormal dorsal curvature of the trunk and tail from 72 hpf [22], and this observation was reproduced in our experiments. We found some evidences from our sequencing results. 

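The reads of pth1a numbered 4 in DMSO vehicle, 7 at 5 μg/L and 285 at 500 μg/L. Its fold change at 500 μg/L was 113 (95% CI 43.5 to 416), the largest after LOC100535101 among the genes with at least 100 normalized counts, and with a pseudocount of 5 it was 44.2. Its value at 5 μg/L was 2.42 (95% CI 0.615 to 11.3), a difference that was not detectable at this depth. Of the related genes, chosen after their values were seen, pth1b had a fold change of 1.04 and pthlh one of 1.62 at 500 μg/L.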

With the exception of *hsp70.2*, *pth1a* had the most intensive expression change among all transcripts (FC = 112.61) in 500 μg/L BDE47 treated larvae. The gene encodes zebrafish parathyroid hormone (PTH), which regulates calcium and phosphorus concentrations, vitamin D metabolism, and bone cell activity [29]. Increased PTH could elevate the distribution of calcium in blood and restrain absorption of calcium into bones, as well as induce cathepsin proteins [30]. Besides those transcripts in Table 1, several transcripts encoding other cathepsin members were up-regulated (FC < 10) their expressions in the complete differential expression analysis results. 

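Of 22 cathepsin genes, 6 of which are in Table 1, 19 were higher at 500 μg/L and 10 were changed upward, with a median log2 fold change of 0.79, above all random lists, and of 0.20 at 5 μg/L. The alternative that moved this median most was a minimum of 50 normalized counts, which gave 0.75. Beside the transcripts of Table 1, the genes changed upward were ctsl1a, with a fold change of 2.61 (95% CI 2.57 to 2.64), ctsd at 2.45, ctsa at 2.35 and ctsba at 2.07. The osteoclast cathepsin gene ctsk, chosen after its values were seen, had a fold change of 1.27 (95% CI 1.2 to 1.35). For ctsbb it was 0.570 (95% CI 0.517 to 0.629) at 500 μg/L and 2.30 at 5 μg/L, and for ctsl 1.22 at 500 μg/L and 3.25 (95% CI 3.18 to 3.33) at 5 μg/L.

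**Figure D4:**
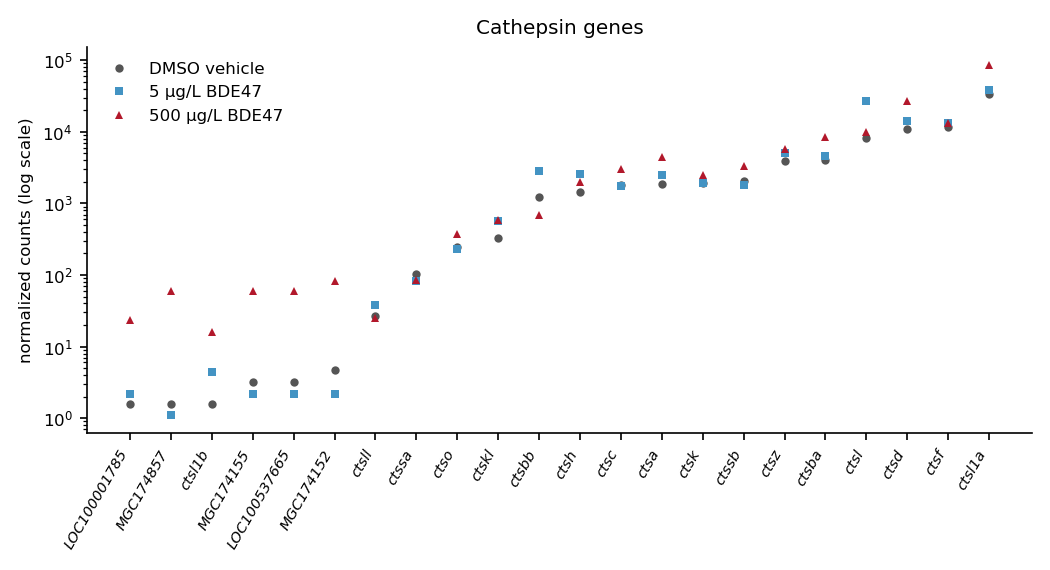
Normalized counts of the 22 cathepsin genes in the DMSO vehicle library and the library of each BDE47 dose, on a log scale, with 1 point per library and no replicates. The 6 genes at the left had at most 6 reads in DMSO vehicle.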

Because of the key function of cathepsins in bone resorption, these changes indicated that the formation of larval spinal curvature was probably caused by the restricted absorption of calcium in the bone via the cooperation of PTH and cathepsins. Our functional enrichment analysis (Figure 3b) also reflected the adverse impacts of BDE47 on the larval skeletogeny process.

PBDEs are known for their ability to interrupt the production, transport, and metabolism of T3 and T4. However, our studies showed no evidence that expressions of TH genes were affected by BDE47, including genes encoding TH receptors, transthyretin, and T3 deiodinases. 

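At 500 μg/L the fold changes of the thyroid hormone receptor genes were 1.45 for thraa (95% CI 1.24 to 1.71), 1.09 for thrab and 0.742 for thrb (95% CI 0.657 to 0.837). For the transthyretin gene ttr it was 0.506 (95% CI 0.478 to 0.535), and 0.493 with scaling to the total per library. Of the deiodinase genes, dio1 was at 0.511 (95% CI 0.412 to 0.630), and 0.498 with the same scaling, dio2, chosen after its values were seen, was at 1.49 and LOC798872, named dio3b in the RefSeq table, was at 2.68 (95% CI 2.34 to 3.08). The median log2 fold change of these 7 genes was 0.12 and changed sign to -0.16 with a minimum of 50 normalized counts. At 5 μg/L the fold changes lay between 0.832 for thrab and 1.15 for dio2.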

Different effects of BDE47 were seen in adults and larvae. During development, the zebrafish thyroid forms the first follicle from around 60 hpf [31], and all the observed TH changes occurred in zebrafish larvae older than that stage. These observations pose some interesting questions: when and why did BDE47 begin to disrupt zebrafish THs? What role did BDE47 play on the total thyroid system of the zebrafish larvae? The only affected hormone in our experiment was calcitonin, which is also secreted from the thyroid; the expression of its gene *calca* was moderately up-regulated (FC = 2.37). 

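The fold change of calca at 500 μg/L was 2.37 (95% CI 2.13 to 2.64), and 1.26 at 5 μg/L. Of 18 genes of calcium hormones and their receptors, 3 were changed upward at 500 μg/L, calca, pth1a and trpv6 (2.88), and 1 downward, pth2 at 0.248 (95% CI 0.179 to 0.339), with fgf23 at 0.575. The median of the list was 0.17 (percentile 90.9), and 0.26 at 5 μg/L (percentile 99.99), where 14 genes were higher. Of other hormone or thyroid genes, prl, chosen after its values were seen, was at 2.97 (95% CI 2.54 to 3.48), the iodide transporter gene slc5a5 at 3.44 (95% CI 2.26 to 5.33), tg at 1.44 and tshb at 1.21. Of 8 genes in a thyroid gland list, 4 were higher and 4 lower at 500 μg/L, with 2 changed upward and 1 downward.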

Calcitonin can both respond to PTH, and antagonize the biological effects of PTH [32]. Therefore, in 6 dpf larvae, the primary influence of BDE47 on the thyroid was also relevant to the disturbance of bone formation.

## Conclusions

In general, exposure to BDE47 resulted in the body curvature phenotype and abnormal locomotion. Distinct from the reported explanation focused on neurological factors, our transcriptomic analysis revealed that the phenotypes resulted from the exposure of BDE47 were due to disrupt the vision and bone development in zebrafish larvae. Light was a critical factor regulating fish behavior. Hence, altered photosensitivity and locomotion were anticipated to have significant consequences on the prey, avoidance, and survival of zebrafish larvae. This study proposes the larval retina as a potential target organ of BDE47 exposure. Although the toxicological effects identified in this study resulted from high levels of exposure, it is likely that our findings will be helpful for understanding the underlying mechanisms and developmental consequences of the toxicity of BDE47 and other PBDE congeners in environmental situations featuring lower concentrations, but longer terms and more complex pollutant mixtures, and therefore merit further investigation.

## Methods

### Zebrafish

Wild-type Tuebingen zebrafish (Danio rerio) were placed in a recirculating filtration system using water treated by reverse osmosis (ESEN, China). Zebrafish were fed with live brine shrimp twice a day, and aquarium flake food (OSI, Hayward, CA) once a day during the spawning period. The system was maintained at 28.5°C with a 14-h light/10-h dark cycle. The main water quality parameters, such as pH, temperature, conductivity, and ammonia-N (NH_3_-N) were monitored weekly. Adult fish aged from 4 to 6 months were chosen for spawning. The embryos were collected within the first hour of lighting and rinsed with the water from filtration system. All related protocols were approved by the Animal Ethics Committee of Tongji University.

### Toxicological exposure and morphological examination

BDE47 (purity > 99%, Accustandard, New Haven, CT) was dissolved in dimethyl sulfoxide (DMSO) vehicle (purity > 98%, Amresco, Solon, OH). The final concentrations of BDE47 were 0, 5, and 500 μg/L of medium with 0.1% vehicle, respectively. A sample without a vehicle was also set as a negative control for zebrafish development. To maintain consistency with our previous behavioral assay [11], exposure in an incubator started from 3 to 4 hours post-fertilization (hpf) at 28.5°C. Exposure solutions were replaced 50% daily to minimize the changes of BDE47 concentrations. In each treatment, approximately 60 larvae exposed until 6 dpf were used for deep sequencing and RT-qPCR. Deep sequencing was performed once with the total RNAs isolated from the 6 dpf larvae exposed with BDE47 and DMSO started from 3 to 4 hpf whereas RT-qPCR assays were performed three times with the total RNA isolated from three different batches of the 6 dpf larvae exposed with BDE47 and DMSO, respectively. Approximately 30 embryos/larvae were used in triplicate for continuous morphological monitoring using an Olympus IX71 reversed microscope (Olympus, Japan) with a DP72 digital camera.

### Total RNA isolation and sequencing experiments

The total RNA was extracted using TRIzol reagent (Invitrogen, Carlsbad, CA) and purified by the RNeasy Mini Kit (Qiagen, Germany) according to the manufacturer’s instructions. The quality of the total RNA was examined using an Agilent 2200 TapeStation (Agilent Technologies, Santa Clara, CA) and then RNA library and sequencing was performed by the Illumina HiSeq 2000 platform (Illumina, San Diego, CA). In detail, the total RNA of zebrafish larvae was purified using Sera-Mag Oligo (dT) beads (Thermo Scientific, Indianapolis, IN) after DNase I treatment. The mRNA was fragmented by heating and then treating with sodium acetate. The cleaved RNA fragments were transcribed into first-strand cDNA using reverse transcriptase, followed by second-strand cDNA synthesis employing DNA polymerase and RNase H and cDNA purification using the QIAquick Gel Extraction kit (Qiagen, Valencia, CA). The double-stranded cDNA was further subjected to end repair employing T4 DNA polymerase, the Klenow fragment, and T4 polynucleotide kinase followed by a poly(A)-tailing procedure using Klenow exo-polymerase and ligation with an adapter using T4 DNA ligase. Adapter-ligated fragments were separated by agarose gel electrophoresis, and the desired range of cDNA fragments (200 ± 25 bp) was excised from the gel and enriched by PCR to construct the final cDNA library. After validation with Agilent 2200, the cDNA library was pair-end sequenced on a flow cell using Illumina HiSeq 2000.

### Differential expression analysis and gene enrichment analysis

After obtaining sequences from the raw sequencing data, clean reads were mapped to the reference zebrafish genome (Zv9 assembly) and *H. sapiens* (hg19 assembly) using Basic Local Alignment Search Tool (BLAST) to increase the subsequent annotation efficiency. Mapped data were then normalized using the trimmed mean of M-values (TMM) normalization method. The statistical analysis of differential expression was performed by the DEGseq package in the R language [33], and “significant” was defined as significance level p < 0.05 and a fold change (FC) of 2. Gene functions were defined and annotated using gene ontology (GO) terminology (http://www.geneontology.org) and Kyoto encyclopedia of genes and genomes (KEGG) pathway (http://www.genome.jp/kegg/pathway.html). To statistically identify differential gene sets between the control and treatments, the Fisher exact test was used for GO analysis (*p* < 0.001) and KEGG pathway analysis (*p* < 0.05). Differential alternative splicing events were calculated by employing the methodology of Zhou et al. [34], and the significance level was set as *p* < 0.05. The gene regulatory network was constructed on the basis of the information obtained from the KEGG pathway database and visualized by Cytoscape, which is a common open source software package.

### Real-time quantitative PCR

After RNA quality control by gel electrophoresis and biophotometer (Eppendorf, Germany), the total RNA was reverse-transcribed into cDNA with Superscript III reverse transcriptase (Invitrogen), random hexamers, and oligo(dT) primers. SYBR Green I qPCR was performed using a 7500 Fast Real-Time PCR system (Applied Biosystems, Foster City, CA). The PCR amplification mixture contained 0.2 μL platinum Taq polymerase, 2 μL PCR buffer (10×), 0.5 μL forward primers, 0.5 μL reverse primers, 1 μL SYBR Green dye (20×), and 1 μL reverse transcription products to make a final volume of 20 μL. PCR conditions were 40 cycles of 95°C for 10 s, 60°C for 30 s, and 70°C for 30 s, and melting curves were generated after the last cycle. The threshold cycle values for selected genes and the housekeeping RPL13a gene were used to acquire the amount of RNA equivalents after the comparison with other alternatives like β-actin and 16S RNA. Primers for RT-qPCR were designed using the Primer Express software (Applied Biosystems, Foster City, CA); they are shown in Additional file 5: Table S5.

### Histological observation

First, fresh zebrafish larvae samples were fixed overnight in formalin/acetic acid/70%alcohol (18:1:1) at 4°C. Next, they were dehydrated using an alcohol dilution series (70%, 80%, 90%, 95%, followed by 100%). Finally, the samples were embedded into 100% paraffin. Serial sections were cut to a thickness of 3 μm and stained with hematoxylin-eosin staining. The slides were examined using a Motic BA310 microscope (Motic, Germany) with a Moticam Pro digital camera.

### Availability of supporting data

The RNA sequencing data have been deposited in Gene Expression Omnibus with accession number GSE59968, which are available at http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE59968.

## Additional files

Additional file 1: Table S1. The most abundant transcripts in four groups. Additional file 2: Table S2. The differentially expressed genes of zebrafish larvae treated by 500 μg/L BDE47 (*p* < 0.05). Additional file 3: Table S3. The differentially expressed genes of zebrafish larvae treated by 5 μg/L BDE47 (*p* < 0.05). Additional file 4: Table S4. The differentially expressed genes of zebrafish larvae between DMSO solvent control and negative control (*p* < 0.05). Additional file 5: Table S5. Primers used for quantitative PCR amplification.

How the deposited data were processed for this re-analysis (not part of the article)

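Pools of zebrafish larvae (approximately 60 per treatment, as the paper states) were sequenced once per condition, so each of the 3 conditions analysed here, 0.1% DMSO vehicle, 5 μg/L BDE47 and 500 μg/L BDE47, had 1 library at 6 dpf. The authors mapped the reads to the zebrafish and human genomes, counted them on gene models and scaled the counts by TMM normalization before they deposited the table, so the signal in each cell is a normalized count. The paper gives 21098 as the number of transcripts detected in at least 1 of its groups, which is the number of entries in the table. The counting tool, the annotation version and the strand handling were not found in the paper. In each library 100% of the values were whole multiples of the smallest value, with a largest deviation of 0.00264 of a read. The values divided by that step were taken as reads. The reads on the named mRNA genes numbered 34156825 in DMSO vehicle, 25125399 at 5 μg/L and 22186369 at 500 μg/L. A floor of 3 reads corresponded to 2.37, 3.28 and 3.75 normalized counts, respectively.

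Entries whose name was only a clone prefix were left out of all counts of genes, and entries other than mRNA were not analysed. The blank control, the splicing results, the comparison of DMSO vehicle with the blank control, the morphology and the histology were not analysed here. No gene lengths were used, so bias from gene length or GC content was not examined.

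Fold changes were ratios of the deposited normalized counts to those in DMSO vehicle. Their 95% CIs were Clopper-Pearson intervals on the share of the reads of a gene that fell in the exposed library, and they hold no spread between larvae, pools or library preparations. A gene counted as changed with a fold change of at least 2 (or at most 0.5) and at least 10 normalized counts in 1 of the 2 libraries. The alternatives were no filter, a minimum of 50 normalized counts, scaling to the total per library, scaling to a median log ratio of 0, a pseudocount of 5, the MARS test of DEGseq, Fisher's exact test, and edgeR's exact test with an assumed BCV of 0.2 or 0.4. The last 2 tests used Benjamini-Hochberg adjustment, and all 3 tests kept the fold change threshold. The MARS test was rewritten with 0.5 in place of a count of 0. It was run on the normalized counts as if each were a read, so it does not measure counting error exactly. Its p-values equalled the paper's for 1831 of 1831 genes compared at 500 μg/L and 507 of 507 compared at 5 μg/L. The copies of the paper's tables at hand held 1998 and 509 genes, respectively, and the others were not compared. Each of these tests compares 2 libraries, and none has a replicate to estimate the spread within a condition. Fisher's exact test called 2069 genes at 500 μg/L and 356 genes at 5 μg/L.

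Genes were named by a rule: those the paper names, the 5 genes with the largest and the 5 with the smallest fold change at each dose among genes with at least 100 normalized counts, and up to 3 genes in each direction from each list among genes with at least 50 normalized counts. Genes outside this rule are said to have been chosen after their values were seen. Of the gene lists, 30 were written before the data were examined, 5 more were copied from the paper, among them the Fig. 5, Table 3 and PIM1-like genes, and those of rod genes, cone genes, short- and middle-wavelength cone opsin genes and guanylate cyclase activators were written after the values were seen. At 500 μg/L the median log2 fold change was -1.18 for 3 opsin genes, 2.45 for the 10 genes of Table 3, which rose and fell, and 3.43 for 5 PIM1-like genes, the last pair chosen by the paper from these libraries. The Fig. 5 genes were also chosen by the paper for differential expression in its libraries. Percentiles of list medians came from 10000 random lists drawn within 40 bins of mean expression. The patterns of the paper's Fig. 2 were assigned by the highest Pearson correlation between the log2 fold changes and 8 profiles.

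Sets of 3 unchanged libraries were simulated 100 times at the depth of each library, from the pooled reads of each gene in the 3 libraries. The DMSO vehicle library was drawn anew in each set. In these simulations a BCV of 0.2, 0.25 or 0.3 was drawn 10 times each. The method was tested on simulated data with 200 changed genes. The fold change criterion recovered 200 of them and called 1 of 14665 unchanged genes, a subset of the 19814 genes simulated. In the unchanged libraries with counting error alone it called on average 133.16 genes at 5 μg/L and 158.01 at 500 μg/L. The MARS test recovered 200, and 4.96% of unchanged genes had a p-value under its threshold. The CIs covered the simulated fold change for 95.9% of 2000 genes. Fisher's exact test recovered 200 genes and called 2 of 19614 unchanged genes. With an assumed BCV of 0.2 edgeR recovered 193 genes, and with 0.4 it recovered 0. Computations used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with edgeR 4.0.16.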

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

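All tests of an explanation in this part were chosen after the result was seen. Of the 30 gene lists written before the data were examined, 13 had a median in the highest 2.5% of matched random lists at 500 μg/L and 9 in the lowest 2.5%. At 5 μg/L the numbers were 8 and 8. For lists of unrelated genes about 1.5 lists are expected in both tails together at each dose. Genes of a list may move together with the make-up of a pool. The excess over 1.5 therefore does not rule out chance differences between pools, because each condition had 1 pool. Some lists that the paper does not discuss as a group are given first, each with a median in the highest 2.5% at 1 or both doses. Results that went opposite ways at the doses follow. Other lists past the limit, such as the claudin, DNA replication, exocrine pancreas, liver and muscle lists, are given among the other observations.

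The 10 pigment genes, which the paper does not discuss, drew attention because their median log2 fold change was above all random lists, at 1.23 with 500 μg/L and 0.80 with 5 μg/L. All 10 genes were higher at 500 μg/L, among them slc24a5 at 3.30 and dct at 3.07, and 9 of the 10 were changed. For tyrp1b the fold change was 2.02, and 1.97 with scaling to the total per library. A scaling factor of the libraries would move matched lists as well, and the percentile of the pigment list was 100. A candidate explanation is a DMSO vehicle library low in these genes. The paper's Table S4, in a copy that holds 411 entries, fewer than the paper states, lists 5 of the 10 genes as lower in DMSO vehicle than in the blank control, against 1.11% of all named genes in the same copy. For these genes, the paper's value times the fold change at 500 μg/L was 0.983 for mitfb, 1.07 for tyr, 0.870 for mitfa, 1.05 for pmelb and 1.41 for dct. With the fold change at 5 μg/L the products were 0.759, 0.710, 1.14, 0.708 and 0.828, in the same order. The rise against DMSO vehicle may therefore be in part a return to the level of the blank control, and whether DMSO itself or a single library lowered them was not tested.

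The 9 erythroid genes, not discussed in the paper, had a median of 0.71 at 500 μg/L (percentile 99.73), and 9 of 9 were higher, with alas2 at 2.52 and hbbe1 at 1.86. Their median at 5 μg/L was -0.095, so a library low in DMSO vehicle would not give the rise at 500 μg/L alone. The chance make-up of a single pool of larvae cannot be told apart from an effect of 500 μg/L BDE47, because only 1 pool per dose was sequenced.

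The 37 lens crystallin genes, also outside the paper's discussion, had a median of 0.36 at 500 μg/L (percentile 99.88), with 25 genes higher, 4 changed upward, crygm7 at 3.48 among them, and 1 downward, crybb1l3 at 0.437. A larger share of eye tissue in the RNA would raise the genes of the inner retina as well, but their median was -0.41. What remains open includes a change within the lens and the make-up of the pool.

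The 17 genes of the oxidative stress response to Nrf2, which the paper does not discuss as a group, had a median of 0.38 at 500 μg/L (percentile 97.6), with sqstm1 at 3.74, gstp2 at 3.04, gclm at 2.87 and hmox1 at 0.523. A general response to a foreign compound could be a cause. The AhR response genes had a median of -0.33, but 3 of these 9 genes were higher, and the list is too short to decide, so this explanation cannot be told apart from one confined to Nrf2 targets.

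The 10 osteoclast genes, discussed in the paper only through cathepsins, had a median of 0.41 at 500 μg/L (percentile 98.09), with 8 higher and 4 changed upward. The cathepsin gene ctsk is also in the cathepsin list. No technical explanation was tested for this list, and the make-up of the pool stays open.

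Several lists lay on opposite sides of DMSO vehicle at the doses, each past the limit of the random lists at both. The difference between the doses was not tested, since there were no replicates. The median over genes of the log2 ratio of 500 μg/L to 5 μg/L was 1.3 for the heat shock genes, 1.65 for the immediate early genes and 1.90 for the inflammation genes. In this direct ratio 30 of 32, 28 of 29 and 26 of 29 genes were higher at 500 μg/L, and DMSO vehicle plays no part in it. For the side at 5 μg/L, a DMSO vehicle library high in these genes may be the reason. The median of the inflammation genes at 5 μg/L was -0.36, and an effect of 5 μg/L BDE47 cannot be told apart from such a library, because there was only 1 DMSO vehicle library.

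In the other direction, the median log2 ratio of 500 μg/L to 5 μg/L was -0.66 for the cartilage and bone matrix genes, with 4 of 35 genes higher at 500 μg/L, and -0.082 for the phototransduction genes, whose members went both ways. The cartilage and bone matrix genes had a median of 0.19 at 5 μg/L, which a DMSO vehicle library low in these genes could also give, and with a single such library this cannot be told apart from an effect of 5 μg/L.

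Single genes also changed in opposite ways at the doses, 31 in number, a difference that was likewise not tested. In simulations of unchanged libraries 0.22 genes did so on average, and a BCV of 0.3 in all genes gave 7.5. Chance values in both libraries with the spread of the well-counted genes are therefore unlikely as the whole cause. The simulated 500 μg/L libraries were also unchanged, with 197 genes called on average against 2155 observed. Chance values at 5 μg/L in genes that 500 μg/L changed were therefore not tested and stay open. Among the 26 genes lower at 5 μg/L and higher at 500 μg/L were il1b, LOC798846, bmp10, fgf21, csf3, bcl3 and nox1, named after their values were seen apart from il1b and LOC798846, and the first belongs to the inflammation list. A still larger spread of such genes between pools stays open.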

How the results depend on the processing

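The alternatives were set before the data were examined, except those for gene lists other than the cathepsin, cartilage and bone matrix, phototransduction and Fig. 5 lists, and for all lists at 5 μg/L. No paired analysis was possible because the library labels share no replicate numbers.

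Without a filter, 1426 genes were lower at 500 μg/L, 641 were higher and 981 lower at 5 μg/L, 680 changed the same way at both doses and 183 in opposite ways. These added genes had fewer than 10 normalized counts in both libraries, by construction. With a minimum of 50 normalized counts, 535 genes were lower at 500 μg/L, 26 higher and 100 lower at 5 μg/L, 26 changed the same way, 9 in opposite ways, and 159 were in pattern 0. A pseudocount of 5 left 87 genes higher and 200 lower at 5 μg/L, 67 changed the same way and 13 in opposite ways. It shrinks ratios of low values by construction. With Fisher's exact test 91 genes changed the same way, and the cause was not tested.

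With edgeR's exact test and an assumed BCV of 0.2, 533 genes were higher and 160 lower at 500 μg/L, 1 was higher and 4 were lower at 5 μg/L, 1 changed the same way and 0 in opposite ways. With a BCV of 0.4 the numbers were 20, 0, 0, 0, 0 and 0. A larger assumed spread asks for larger fold changes, and on simulated data with a BCV of 0.4 this test recovered 0 of 200 changed genes, so its low numbers say nothing about stability. The numbers in the patterns were not computed for Fisher's and edgeR's tests.

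Of the 2155 genes changed at 500 μg/L, 1587 were also called with a minimum of 50 normalized counts, 1795 with a pseudocount of 5, 2059 with scaling to the total, 2140 with scaling to a median log ratio of 0, 2073 with the MARS test, 1978 with Fisher's exact test and 693 with a BCV of 0.2. Of the 516 genes changed at 5 μg/L, these numbers were 126, 287, 510, 512, 447, 321 and 5. The share of higher genes at 500 μg/L ranged from 55.6% without a filter to 76.9% with a BCV of 0.2, apart from the 20 genes called with a BCV of 0.4, all of them higher. Scaling to the total moved all log2 fold changes by -0.02 at 5 μg/L and -0.04 at 500 μg/L, and scaling to a median log ratio of 0 moved them by -0.02 and 0.01.

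Of 146 fold changes of single genes given in the text, scaling to the total moved 15 outside their CI, scaling to a median log ratio of 0 moved 4, a pseudocount of 5 moved 1, that of MGC174857, and a pseudocount of 1 moved none. None of these changed direction. The fold changes that crossed the threshold of 2 were those of nrl, valopa, ttr, dio1 and tyrp1b at 500 μg/L and of pth1a at 5 μg/L, the last at 1.55 with a pseudocount of 5. Of 76 list medians, 1 left the interval of its median, that of the PIM1-like genes, at 2.87 with a pseudocount of 5. List medians that changed sign were, at 5 μg/L, those of the claudin, short- and middle-wavelength cone opsin, integrated stress response and p53 response lists with a scaling alternative, all near 0, and at 500 μg/L that of the thyroid hormone list with a minimum of 50 normalized counts.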

Differences from the paper's values

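In the paper's Fig. 2A, read by eye, pattern 4 holds about 1400 genes, against 932 here. Of the alternatives set before the data were examined, no filter (1144 genes), scaling to a median log ratio of 0 (990) and the MARS test (935) brought the numbers within 1.5 times of each other, and a minimum of 50 normalized counts (801), scaling to the total (885) and a pseudocount of 5 (856) did not. Read by eye from the same Fig. 2A, pattern 5 holds about 220 genes against 71 here, pattern 1 about 200 against 115, pattern 7 about 200 against 314 and pattern 6 about 46 against 81. No alternatives were set for these patterns before the data were examined. The MARS test, computed for all patterns, gave 75 genes in pattern 5, 127 in pattern 1, 335 in pattern 7 and 107 in pattern 6, and did not close the gap.

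The paper's RT-qPCR values (mean and SEM over batches) differed from the fold changes in the libraries at 500 μg/L for 6 genes. The CIs of the libraries were left out of this comparison. For LOC799791 the paper's value was 1.83 against 2.99, and a pseudocount of 5 closed the gap while the other alternatives did not. For lepb the paper's value was 24.97 against 49.5, and again only a pseudocount of 5 closed it. For rx2 the paper's value was 0.43 against 0.185, for opn1sw1 0.56 against 0.198, for cyp2k6 5.79 against 10.2 and for pth1a 23.28 against 113. None of the alternatives set before the data were examined closed the gap for these genes.

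The paper describes its most abundant transcripts, krt4 among them, as varying slightly in all treatments and adds that transcript abundance was affected more at 500 μg/L, where the fold change of krt4 was 0.445. It places in Table 1 the genes with the largest rises, and with the same criteria kcne4, LOC100536123, LOC556575 and LOC559748 passed here and are not in that table. Of the entries of Table 1 that could be compared, 67 of 68 fold changes were equal to the printed digits, and LOC100536983 was the exception, at 56.45 here against the paper's 56.47. The share of genes higher at 500 μg/L that were also higher at 5 μg/L was 4.57%, and 4.21% with the MARS test, above the limit the paper states. LOC567550 was not found among the named mRNA genes.

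The paper reports no evidence of an effect on thyroid hormone genes, deiodinase genes included, while LOC798872, dio3b in the RefSeq table, had a fold change of 2.68. It gives calcitonin as the single hormone affected, while prl at 2.97, pth2 at 0.248, insb at 11.6 and lepb were changed as well, prl being chosen after its values were seen.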

Other observations

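The test of sequencing depth was planned before its result was seen, and all other tests in this part were chosen after the result was seen.

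More genes changed at 500 μg/L than at 5 μg/L, and the libraries differed in depth. With all libraries thinned to the 22186369 reads of the smallest in 20 draws, a mean of 2205.55 genes changed at 500 μg/L (from 2165 to 2256) and 590.55 at 5 μg/L (from 559 to 618). Unequal depth is therefore unlikely to be the cause. A spread between pools that differs by chance stays open, since each dose had 1 pool.

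The genes changed at 5 μg/L could come from noise. Counting error alone gave 133.16 genes on average, and a spread between pools of the size seen in the well-counted genes (BCV 0.0921) gave 169.88, fewer than the 516 observed. A BCV of 0.2 in all genes gave 664.5. A larger spread in some genes cannot be told apart from an effect of 5 μg/L BDE47, because no replicate shows the spread of each gene. For the 2155 genes at 500 μg/L, a BCV of 0.3 in all genes was the smallest tried that gave as many, at 2392.7.

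Both comparisons use the same DMSO vehicle library, so its chance values could give genes changed the same way at both doses. In simulations with a shared DMSO vehicle library and the spread of the well-counted genes, 34.41 genes did so, fewer than the 147 observed. Chance values with this spread, in libraries left unchanged by BDE47, are therefore unlikely as the whole cause. The simulated 500 μg/L libraries had 197 genes called on average against 2155 observed. Chance values in genes that 500 μg/L changed were therefore not tested and stay open. With a BCV of 0.2 in all genes 129.4 did so, and with 0.25 the number was 326.1. Chance values of the shared library with a larger spread between pools cannot be told apart from an effect common to both doses, because no replicate shows that spread. Across genes, the measures of the relation between the doses did not point one way. The simulated 500 μg/L libraries lacked the wider spread seen at that dose, which by itself lowers the share of genes with the same sign. The same sign at both doses was found for 63.9%, against a mean of 65.9% in the simulations, while the covariance of the log2 fold changes was 0.0465, against 0.0228 (highest 0.0239). How much of this relation the shared library gives stays open.

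The entry si ranks among the most abundant transcripts and is described as sucrase-isomaltase. A candidate explanation is that gene names were shortened at a colon and pooled. The table holds 0 names with a colon, whereas 2911 symbols of the RefSeq table have a colon, 2095 of them with the prefix si and 665 with zgc. It also holds 0 names with a point, whereas 2827 of those symbols have a point. Other names printed here as single genes could therefore also pool several. The entry zgc held 10.5% of the normalized counts in DMSO vehicle and si 3.85%. No biological explanation was tested.

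Equal reads in all 3 libraries for MGC174155 and LOC100537665 may come from reads shared between near-identical copies. Among the 16000 genes with at least 40 reads, 26 pairs with a human match had the same reads in all libraries. In 12 of these pairs, or 46.2%, the human match was the same, against 0.0160% of all pairs. In the table 19 sequence identifiers were held by 2 entries each, so a transcript listed more than once could also give equal reads. How many cathepsin genes of this kind rose independently stays open.

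The cone genes were lower at 500 μg/L while the rod genes were not. A smaller share of retina or of photoreceptors in the RNA would lower both, and the median of the rod genes exceeded that of the cone genes by 0.76 on the log2 scale. Both lists were written after the values were seen and went both ways, with rho lower, and the intervals of their medians overlapped (from -0.33 to 0.66 for rod genes and from -0.90 to 0.09 for cone genes). The lower photoreceptor regulators and inner retina genes go with a smaller share. It therefore cannot be told apart from a change in cone cells, because no list fixed beforehand separates rods from cones. The 7 guanylate cyclase activator genes, listed after their values were seen, had a median of 0.79 at 500 μg/L (percentile 99.65) and 0.35 at 5 μg/L, with 6 of 7 higher at 500 μg/L. The make-up of the pool also remains open.

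Genes of the retina, of cartilage and of the exocrine pancreas were lower at 500 μg/L, the last with a median of -0.71 (percentile 0) over 16 genes, of which 15 were lower. A developmental delay could lower such late genes. Genes of DNA replication and the cell cycle, which a younger stage would raise, had a median of -0.65 at 500 μg/L (percentile 0), with 38 of 40 lower, and -0.35 at 5 μg/L. A delay alone is therefore unlikely. Lower proliferation on top of a delay was not tested. Of this list, mcm5 had a fold change of 0.392 at 500 μg/L.

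The complement and coagulation genes had similar medians below 0 at both doses, which a DMSO vehicle library high in these genes could also give. Single genes differed between the doses, since 30 of 34 were lower at 5 μg/L but 19 at 500 μg/L, and f7i and f9b moved apart at 500 μg/L. The median over genes of the log2 ratio of 500 μg/L to 5 μg/L was -0.11, with 16 of 34 genes higher at 500 μg/L. This cannot be told apart from an effect of BDE47 at both doses, because there was only 1 DMSO vehicle library. The 20 liver genes had a median of -0.52 at 500 μg/L (percentile 0), with cyp7a1a at 0.221, cp at 0.263 and hpx at 3.83, and -0.09 at 5 μg/L.

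The large changes at 500 μg/L of the genes in Table 3 could reflect the chance make-up of a single pool of larvae. In the paper's RT-qPCR on 3 batches 10 of 10 genes had the same direction, so chance make-up is unlikely as the cause of these directions, although the paper does not state whether the sequenced pool was among the batches. The sizes differed, as given among the differences from the paper's values.

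For the remaining lists no technical explanation was tested. The median at 500 μg/L was 0.57 (percentile 99.97) for 27 claudin genes, with 11 changed upward, cldnb at 4.65 among them, and 1 downward. It was -0.16 (percentile 1.36) for 31 muscle genes, of which 25 were lower, and the muscle median at 5 μg/L was -0.05 (percentile 0.37). Within the limits of the random lists at 500 μg/L were the medians of 71 ribosomal protein genes at -0.08, of 57 genes of mitochondrial oxidative phosphorylation at 0.13 and of 8 thyroid gland genes at -0.03. For the ribosomal protein genes at 5 μg/L the median was -0.05 (percentile 0). For the claudin genes at 5 μg/L the median was 0.02, and its sign changed with scaling to the total. The medians of the integrated stress response and p53 response lists at 5 μg/L, both 0.01, changed sign with either scaling.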
